# Multi-omics approaches explain the growth-promoting effect of the apocarotenoid growth regulator zaxinone in rice

**DOI:** 10.1038/s42003-021-02740-8

**Published:** 2021-10-25

**Authors:** Jian You Wang, Saleh Alseekh, Tingting Xiao, Abdugaffor Ablazov, Leonardo Perez de Souza, Valentina Fiorilli, Marita Anggarani, Pei-Yu Lin, Cristina Votta, Mara Novero, Muhammad Jamil, Luisa Lanfranco, Yue-Ie C. Hsing, Ikram Blilou, Alisdair R. Fernie, Salim Al-Babili

**Keywords:** Plant hormones, Plant development, Plant physiology

## Abstract

The apocarotenoid zaxinone promotes growth and suppresses strigolactone biosynthesis in rice. To shed light on the mechanisms underlying its growth-promoting effect, we employed a combined omics approach integrating transcriptomics and metabolomics analysis of rice seedlings treated with zaxinone, and determined the resulting changes at the cellular and hormonal levels. Metabolites as well as transcripts analysis demonstrate that zaxinone application increased sugar content and triggered glycolysis, the tricarboxylic acid cycle and other sugar-related metabolic processes in rice roots. In addition, zaxinone treatment led to an increased root starch content and induced glycosylation of cytokinins. The transcriptomic, metabolic and hormonal changes were accompanied by striking alterations of roots at cellular level, which showed an increase in apex length, diameter, and the number of cells and cortex cell layers. Remarkably, zaxinone did not affect the metabolism of roots in a strigolactone deficient mutant, suggesting an essential role of strigolactone in the zaxinone growth-promoting activity. Taken together, our results unravel zaxinone as a global regulator of the transcriptome and metabolome, as well as of hormonal and cellular composition of rice roots. Moreover, they suggest that zaxinone promotes rice growth most likely by increasing sugar uptake and metabolism, and reinforce the potential of this compound in increasing rice performance.

## Abstract (web summary)

Wang et al. report zaxinone as a global regulator of the transcriptome and metabolome, as well as of hormonal and cellular composition of rice roots. This study shows that zaxinone promotes rice growth by enhancing root sugar uptake and metabolism and modulation of cytokinin content, indicating the potential application of this compound in increasing rice performance.

## Introduction

Carotenoids are widespread pigments fulfilling vital functions in plants, by protecting the photosynthetic apparatus from photo-oxidation and harnessing light energy^1^. In addition, they are the precursor of a structurally diverse set of metabolites, generally called apocarotenoids, which include volatiles, colorants, signaling/regulatory molecules, and hormones. Apocarotenoids arise through oxidative break down of carotenoids, which is initiated by reactive oxygen species (ROS) attack or catalyzed by Carotenoid Cleavage Dioxygenases (CCDs), an evolutionarily conserved family of non-heme Fe^2+^-dependent enzymes^2–4^. The primary cleavage products are frequently modified by different enzymes, before acquiring their biological function. For instance, the apocarotenoid plant hormone strigolactone (SL) is formed by the sequential action of CCD7, CCD8, more axillary growth1 (MAX1, a cytochrome P450 monooxygenase), and other enzymes^4–8^. SLs and abscisic acid (ABA), a further carotenoid-derived plant hormone, are key metabolites in establishing plant’s response to abiotic and biotic stress, and major determinants of plant development^4,9^. Besides, SLs modulate plant’s architecture in response to nutrients availability, particularly phosphorus, and mediate, when released in the rhizosphere, the communication with arbuscular mycorrhizal fungi that supply plants with water and minerals^10,11^. However, SLs are also perceived by seeds of parasitic plants, such as *Striga*, which use them as germination stimulus ensuring the availability of a host required for the survival of these obligate parasitic weeds^5^. To fulfill their role in plant growth and development, SLs are embedded in a complex hormonal network in which they affect and are influenced by the activity of other plant hormones. Indeed, auxin and gibberellins were reported to interact with SL biosynthesis or signaling in rice and *Arabidopsis*^12^. Vice versa, it was shown that SLs enhance cytokinins (CKs) catabolism by modulating *CYTOKININ OXIDASE/DEHYDROGENASE 9* (*CKX9*) expression to inhibit rice tillering^13^. Similarly, CKs and SLs exert opposite effects on rice mesocotyl elongation^14,15^.

Metabolism is a central process required for the uptake and utilization of energy and nutrients to ensure the survival, reproduction, growth, and development of living organisms^16^. Thus, primary metabolites such as sugars, amino acids, nucleotides, organic acids, and fatty acids are essential for maintaining cellular homeostasis and for organismal life^17^. In fact, metabolites are direct physiological signatures that are highly correlated with end-phenomes in plants^17,18^. In addition, some primary metabolites act as signaling molecules regulating plant growth and development. For instance sugars, such as sucrose, interact with different plant hormones and regulate bud development and shoot branching by modulating the signaling of auxin and SLs^12,19,20^.

Besides the established plant hormones ABA and SLs, the apocarotenoid family includes growth regulators, such as anchorene that specifically promotes the growth of anchor roots in *Arabidopsis*^21^, and signaling molecules, such as cyclocitral that mediates the response of plants to high-light and drought stress, and regulates roots growth^4,22^. Recently, we have identified zaxinone, an apocarotenoid hormone candidate, as a metabolite required for proper rice growth and development, and characterized a rice CCD, called ZAXINONE SYNTHASE (ZAS), involved in its biosynthesis^23^. A rice loss-of-function *zas* mutant showed shoot and root growth impairment, a lower root zaxinone level, and higher SL content in roots and root exudates. Exogenous application of zaxinone rescued several *zas* phenotypes and resulted in a decrease in SL content and release, and in promoted root growth^23,24^. Treatment of WT seedlings with zaxinone led also to an obvious increase in root growth and a suppression of SL formation^23,24^. Transcript analysis showed that zaxinone is a negative regulator of SL biosynthesis at the transcript level. However, zaxinone application did not enhance root growth in SL biosynthesis and perception rice mutants, which indicates an interaction between zaxinone and SLs and suggests the requirement of a functional SL pathway for zaxinone’s growth-promoting activity^23^.

In the current study, we set out to understand how zaxinone promotes rice growth. For this purpose, we characterized its effect on rice primary metabolism and transcriptome in WT and the SL-deficient *d17* mutant rice plants, and determined zaxinone’s impact on hormone content and root anatomy. Our results unraveled enhanced root sugar metabolism as a major reason for zaxinone growth-promoting activity and point to modulation of cytokinin content as a likely reason for increased root cell division activity and enhanced number of cortex cell layers, which we observed in roots.

## Results

### Zaxinone treatment increases sugar content and metabolism

To determine the effects of zaxinone on rice at a metabolomic and transcriptomic level and to get an insight into the dynamics of triggered changes, we grew rice seedlings hydroponically, applied the compound at a 5 µM concentration into the growth medium, and collected root and shoot samples 2, 6 and 24 h after application. A scheme of the experimental design is shown in Supplementary Fig. 1. Gas chromatography–mass spectrometry (GC–MS) analysis of primary metabolites in treated roots revealed an up to a 1.5-fold increase in the level of many sugars, glycolysis- and tricarboxylic acid (TCA)-cycle intermediates, such as glucose, citric acid, and 2-oxoglutarate (Fig. 1a). The position of these metabolites in cellular sugar catabolism pathways is shown in Fig. 1b. At the same time point, i.e., 6 h after zaxinone application, we also observed an increase in the content of most of the free amino acids and many of other analyzed primary metabolites. However, the content of some amino acids, e.g., leucine, dropped at the 24 h time point to below control level (Fig. 1a). Principal component analysis (PCA) revealed that the zaxinone effect on root metabolome was more pronounced at 6 and 24 h, compared with the early 2 h time point, with a peak of primary metabolites accumulation at 6 h (Fig. 1a and Supplementary Figs. 2a, Supplementary Fig. 3). In more detail, we observed a significant increase in the levels of the major sugars sucrose, glucose, and fructose at 2 and 6 h after application of zaxinone, which was followed by a sharp decrease at 24 h. In contrast, trehalose showed the highest increase after 24 h, similar to maltose, glucose-1-phosphate, and glucose-6-phosphate, which indicates a biphasic response to zaxinone application. In shoot tissues, we also detected a quick enhancement in the level of sucrose and trehalose 2 h after zaxinone application. However, many other primary metabolites, including several sugars, TCA intermediates, and free amino acids, showed an increase only at the late, 24 h, time point (Fig. 1d and Supplementary Figs. 2b,  4). These results suggest that zaxinone application to roots in hydroponically grown seedlings causes a rapid global change in the primary metabolism of roots and, with a slight delay, in shoots. In particular, it affects sugar content and catabolism, which are essential for adenosine triphosphate (ATP) generation and supply of C skeletons for cellular building blocks.

**Fig. 1:**
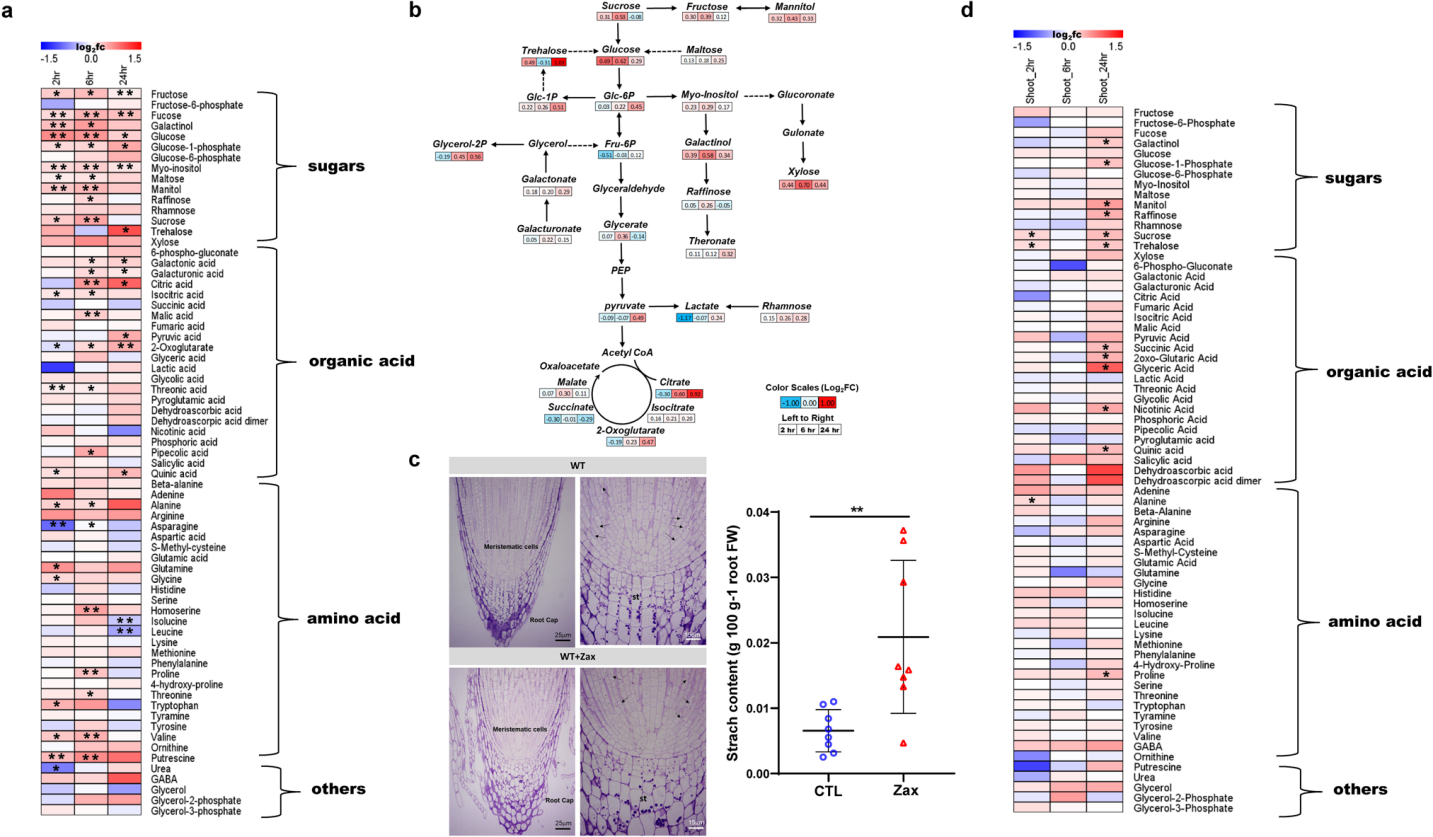
The dynamic primary metabolite profiles upon zaxinone treatment. Primary metabolites extracted from roots for GC–MS, which were annotated and listed in Supplementary Data 6. Three independent harvests were concurrently subjected to GC–MS analysis. *n* ≥ 4 biological replicates. **a** Heatmap of root tissue showing relative accumulation of each metabolite as compared to those in control plants. For each metabolite, the value of the corresponding wild type was set to 1. Asterisks indicate statistically significant differences as compared to control by *t*-test (*p < 0.05, **p < 0.01). **b** The scheme of major metabolic changes in the sugar-related metabolites after zaxinone treatment, which adapted from **a**. Blue and red color depict a decrease and increase in metabolic levels compared to the non-treated root samples, respectively. The data are presented as log2 (fold changes) from left to right as follows: 2, 6, and 24 h. **c** Longitudinal-sections of WT and WT treated with 5 µM zaxinone roots tips after resin-embedding and staining by the Periodic Acid-Schiff (PAS) reaction for the visualization of amyloplasts. At higher magnification (15 µm) the statoliths (st) in the root cap, as well as some tiny amyloplasts (arrows), are present in the cytoplasm of meristematic cells. The starch level was quantified in the root tissues. Bar presented as mean ± SD, *n* = 8 biological replicates. **d** Heatmap of shoot tissue of relative accumulated metabolites in comparison with control. For each metabolite, the value of the corresponding wild type was set to 1. Asterisks indicate statistically significant differences as compared to wild type by *t*-test (*p < 0.05, **p < 0.01). CTL control, Zax zaxinone.

Assuming that excess sugars may be stored as starch, we measured the starch level in roots of hydroponically grown seedlings after two weeks of treatment with zaxinone (5 µM). Indeed, we detected around two-fold higher starch content in treated roots (Fig. 1c), compared to the mock condition. Taking into consideration that plants produce sugars through photosynthesis, we investigated the effect of zaxinone on this process. For this purpose, we performed a time-course measurement of chlorophyll content and stomatal conductance, two parameters of photosynthetic activity, in a 3-weeks-old hydroponic grown rice plant treated with 5 µM zaxinone under greenhouse condition. As shown in Supplementary Fig. 5a, b, we observed an enhancement of both parameters in leaves of treated rice plants, which indicated an increased photosynthetic activity and may explain the elevated sugar levels.

### Zaxinone application increases transcript level of genes involved in root sugar metabolism

We also analyzed the impact of zaxinone treatment on rice transcriptome, using RNA sequencing (RNA-Seq). 

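Roots and shoots of 3-week-old rice plants grown in hydroponics were collected 2, 6 and 24 h after the application of 5 µM zaxinone, an apocarotenoid, or of a mock solution with 0.1% acetone. Each of the 12 combinations of tissue, treatment and time had 3 libraries, 36 in all. The authors removed adapters from the paired-end reads with Trimmomatic, aligned the reads with HISAT2 to the O. sativa genome v7.0 of Phytozome and counted them with HTSeq. They deposited the counts per transcript for each tissue and time, without normalization, beside the log2 fold changes and p-values of their DESeq2 comparison of zaxinone with mock. Between 11261992 and 36469854 reads per library were counted on transcripts, with a median of 25265203. In mock-treated roots, the totals ranged from 23696782 to 26820866 at 2 h (median 26485367), from 23624840 to 30750289 at 6 h (median 24652441) and from 20694839 to 30830010 at 24 h (median 24421819). In zaxinone-treated roots, they ranged from 22404304 to 36469854 at 2 h (median 30578678), from 21181926 to 28262602 at 6 h (median 27546529) and from 11261992 to 26922055 at 24 h (median 24999270). Mock-treated shoots had totals from 25592025 to 26904536 at 2 h (median 26731086), from 20501465 to 24730026 at 6 h (median 24459051) and from 22822198 to 26383033 at 24 h (median 22892086). Zaxinone-treated shoots had totals from 25158281 to 27246458 at 2 h (median 25355356), from 13229890 to 25710540 at 6 h (median 25175050) and from 22457130 to 26293587 at 24 h (median 26011502). No pair of replicates of a condition looked like a library deposited again: over the 36 such pairs, the chi-square of their counts was at least 5.28 per degree of freedom.

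From these counts, zaxinone was compared with mock within each tissue and time, 3 libraries against 3, by edgeR's quasi-likelihood test after TMM normalization. Transcripts with too few counts were left out by edgeR's filterByExpr, so that 23573, 23884 and 23616 transcripts were tested in roots at 2, 6 and 24 h, and 23281, 23084 and 22786 in shoots. A transcript with a p-value adjusted by the Benjamini-Hochberg procedure under 0.05 was taken as a DEG. Levels of single transcripts are given in CPM, read counts scaled to the size of the library after TMM normalization, as mean ± SD over the 3 libraries of a condition. In roots at 2 h, the alternative that moved the number of DEGs most was DESeq2, the tool of the authors' comparison, which called 467 transcripts where edgeR called 150. An exact permutation test of a single transcript with 3 libraries against 3 cannot give a p-value under 0.1, so whether the groups overlap is stated instead. The files name each transcript by its locus and transcript number and do not pair these with gene names.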

A heatmap visualization of mean-centered, normalized log-expression values for correlated highly variable genes (HVGs) of the RNA-Seq data confirmed the high quality of each replicate, which was supported by the PCA plots of HVGs (Supplementary Fig. 6). 

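Log2 CPM values of replicates of the same condition correlated across transcripts with r between 0.964 and 0.980 in roots at 2 h, between 0.983 and 0.991 at 6 h and between 0.878 and 0.987 at 24 h. Transcripts are not independent replicates, so these values describe the libraries only. The low end at 24 h came from replicate 2 of the zaxinone treatment. It correlated with the other 5 root libraries of 24 h with r between 0.849 and 0.880, while those 5 correlated with one another with r between 0.967 and 0.987. It also had the smallest total of all 36 libraries. A PCA was computed for each time over the 500 most variable transcripts on the log2 CPM scale. The first principal component carried 37.5% of the variance at 2 h, 37.9% at 6 h and 74.2% at 24 h. It placed every zaxinone library on one side of every mock library at 2 and 24 h, but not at 6 h. With each library left out in turn, it carried between 37.5% and 48.1% at 2 h, between 34.9% and 48.6% at 6 h and between 57.3% and 82.1% at 24 h. The value of 57.3% was that without replicate 2 of the zaxinone treatment.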

A Volcano plot of differentially expressed genes (DEGs), following Deseq2 analysis, revealed the gene expression pattern at different cutting points with log_2_FoldChange, adjusted *Q*-value (False discovery rate, FDR), or a combination of both (Supplementary Fig. 7). 

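In roots at 2 h, 112 of the transcripts called higher by edgeR had a log2 fold change above 1, and 18 of those called lower had one below -1, while 858 of the tested transcripts passed this fold change in either direction whatever their p-value. At 6 h, 98 of the transcripts called higher and 43 of those called lower passed it, out of 429 tested transcripts that did. At 24 h, 2541 tested transcripts passed it and 1 of these was a DEG.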

In order to have a better picture of the transcriptome, we decided to use the FDR < 0.05 as a criterion for further analysis (Supplementary Data 1). Zaxinone application led to significant changes in the transcriptome over time, by increasing the transcript level of 324, 551, and 350 genes after 2, 6, and 24 h, respectively, including 38 genes that showed an induction at the three time points. 

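In roots, edgeR's quasi-likelihood test called 128 transcripts higher at 2 h, 191 at 6 h and 1 at 24 h. At an unadjusted p-value under 0.05, 1050, 1977 and 1468 transcripts were higher. With DESeq2, 326, 551 and 350 transcripts were called higher. The number at 24 h rested on single libraries: it was 146 without replicate 2 of the zaxinone treatment and 43 without replicate 3, and 0 without any other library. At 2 h it was 59 without replicate 1 of the mock treatment, 69 or 78 without replicate 1 or 3 of the zaxinone treatment, and between 108 and 166 without any other library. At 6 h it was 359, 49 or 124 without replicate 1, 2 or 3 of the zaxinone treatment and 44, 136 or 41 without replicate 1, 2 or 3 of the mock treatment. Of the transcripts called by edgeR in either direction, the authors' deposited tables also call 150 of 150 at 2 h, 378 of 384 at 6 h and 1 of 1 at 24 h.

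Os01g42370 was called higher at all 3 times and was the only transcript for which this held. Its level rose from 6.68 ± 1.69 CPM (SD, n = 3) under mock to 1063 ± 163 CPM (SD, n = 3) at 2 h, a log2 fold change of 7.31 (standard error 0.25, adjusted p = 3.47e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 6 h it rose from 1.40 ± 0.63 to 96.4 ± 9.22 CPM, a log2 fold change of 6.11 (standard error 0.22, adjusted p = 1.16e-05 from edgeR's quasi-likelihood test). At 24 h it rose from 0.52 ± 0.17 to 48.5 ± 22.5 CPM, a log2 fold change of 6.54 (standard error 0.51, adjusted p = 0.0477 from edgeR's quasi-likelihood test). At 24 h the log2 fold change stayed between 6.20 and 6.89 with each library left out in turn, but the transcript was called in 2 of those 6 fits. Os07g23570 had log2 fold changes of 5.07, 4.90 and 5.86 at 2, 6 and 24 h, with adjusted p = 5.36e-05, 0.00597 and 0.317 from edgeR's quasi-likelihood test. Its mock libraries held few reads, down to 0 in 1 library at 24 h. The transcript loc_os01g42380.1 rose at 2 h from 7.96 ± 3.11 to 250 ± 41.1 CPM (SD, n = 3), a log2 fold change of 4.97 (standard error 0.29, adjusted p = 1.10e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). No zaxinone library overlapped a mock library for these 3 transcripts.

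By the authors' deposited tables, 38 transcripts were higher at all 3 times. They were selected on these same counts, so their signs and p-values in the edgeR fits are not independent evidence. With edgeR, each of these 38 was higher at each time at an unadjusted p-value under 0.05, with a median log2 fold change of 1.49 at 2 h, 1.04 at 6 h and 1.75 at 24 h. Of the 38, edgeR called 26 at 2 h, 27 at 6 h and 1 at 24 h.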

The application also decreased the transcript level of 136 (2 h), 501 (6 h), and 71 (24 h) genes, ten of which were downregulated at the three time points (Fig. 2a, b). 

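In roots, edgeR called 22 transcripts lower at 2 h, 193 at 6 h and 0 at 24 h, with 754, 2007 and 529 lower at an unadjusted p-value under 0.05. With DESeq2, 141, 601 and 71 transcripts were called lower. Without replicate 1, 2 or 3 of the mock treatment, edgeR called 3, 24 or 37 lower at 2 h and 38, 123 or 44 at 6 h. Without replicate 1, 2 or 3 of the zaxinone treatment, it called 4, 11 or 24 lower at 2 h and 302, 26 or 57 at 6 h. At 24 h it was 58 without replicate 2 of the zaxinone treatment, 2 without replicate 3 and 0 without any other library. Os07g28250 fell at 2 h from 5.34 ± 1.68 to 0.87 ± 0.30 CPM (SD, n = 3), a log2 fold change of -2.60 (standard error 0.38, adjusted p = 0.0173 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was called in 4 of the 6 fits that each left out 1 library. The transcript loc_os02g29000.1 had the largest decrease called at 2 h among those with a mean of at least 1 CPM, from 2.65 ± 0.63 to 0.28 ± 0.20 CPM (SD, n = 3), a log2 fold change of -3.19 (adjusted p = 0.0485 from edgeR's quasi-likelihood test), and was called in 0 of these 6 fits. At 6 h, loc_os10g31380.1 fell from 24.9 ± 2.23 to 4.41 ± 1.86 CPM (SD, n = 3), a log2 fold change of -2.48 (adjusted p = 0.00506 from edgeR's quasi-likelihood test), and was called in all 6 fits.

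No transcript was called lower at all 3 times by edgeR. By the authors' deposited tables, 10 transcripts were. They too were selected on these same counts, so the edgeR values are not independent evidence. Each of these 10 was lower at each time in the edgeR fits at an unadjusted p-value under 0.05, with median log2 fold changes of -1.05, -0.92 and -1.56 at 2, 6 and 24 h, and edgeR called 2, 6 and 0 of them.

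**Figure D1:**
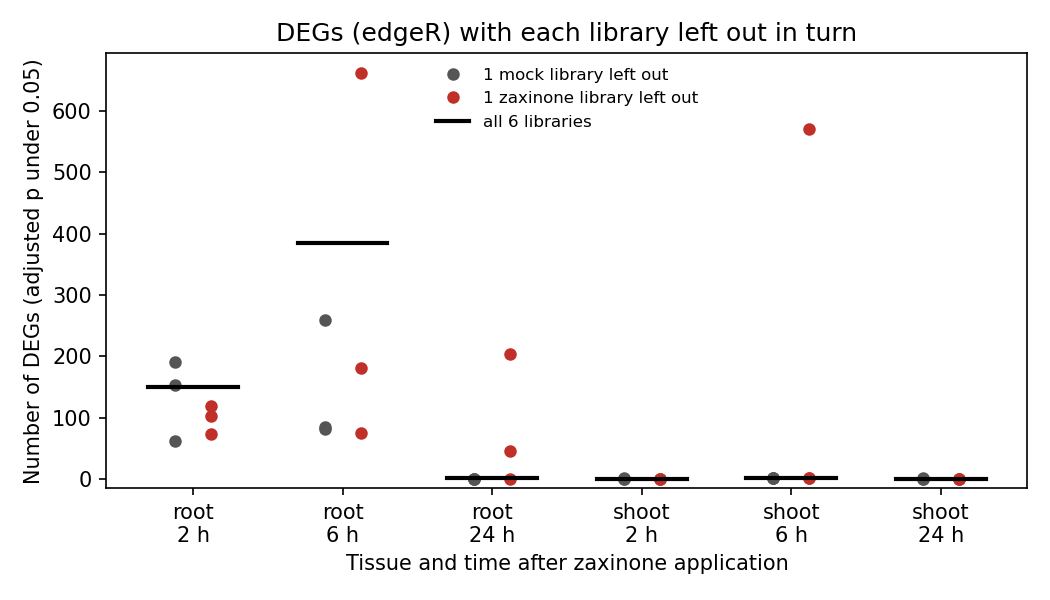
Number of DEGs by edgeR (adjusted p under 0.05, both directions, vertical axis) for each tissue and time (horizontal axis). The black line is the number over all 6 libraries, and each point is the number with 1 mock (grey) or 1 zaxinone (red) library left out. Without replicate 2 of the zaxinone treatment, the number rises from 1 to 204 in roots at 24 h and from 1 to 570 in shoots at 6 h.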

To validate the RNA-Seq data, we determined the transcript level of 15 selected genes that showed low to high response to zaxinone treatment, by qRT-PCR. The resulting correlation analysis (*R*^2^ = 0.87–0.93) indicated that the RNA-Seq dataset was highly reliable and thus appropriate for pathway enrichment analysis (Supplementary Fig. 8). 

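The qRT-PCR log2 fold changes of the 15 genes behind Supplementary Fig. 8 were set against the log2 fold changes of the edgeR fits at each time. Across the 15 genes, r squared was 0.927 at 2 h, 0.874 at 6 h and 0.936 at 24 h. Pearson's r was 0.963, 0.935 and 0.968, each with p = 1e-05 in a two-sided permutation test, the smallest that 100000 resamples can give, and the Benjamini-Hochberg adjusted value over the 3 times was also 1e-05. Spearman's rho was 0.907 and 0.939 at 2 and 24 h (permutation p = 1e-05) and 0.818 at 6 h (permutation p = 0.00036). Genes are not independent replicates. Without the 2 genes farthest from the median RNA-Seq fold change, r was 0.880 at 2 h (permutation p = 0.00027), 0.918 at 6 h (permutation p = 0.00014) and 0.933 at 24 h (permutation p = 3e-05). The direction was the same by both methods for 15 of 15 genes at 2 h, 12 of 15 at 6 h and 15 of 15 at 24 h. The log2 fold changes of RNA-Seq ranged from -2.60 to 7.31 at 2 h, from -1.22 to 6.11 at 6 h and from -2.71 to 6.54 at 24 h. Of the 15 genes, edgeR called 6, 9 and 1 as DEGs at 2, 6 and 24 h.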

Gene Ontology (GO term) analysis of molecular function and biological process showed that most of the genes regulated by zaxinone were related to metabolic processes [upregulation: 45 (2 h), 108 (6 h), and 50 (24 h) genes; downregulation: 16 (2 h), 70 (6 h), and 8 (24 h) genes] and catalytic activity [upregulation: 72 (2 h), 148 (6 h), and 90 (24 h) genes; downregulation: 36 (2 h), 124 (6 h), and 22 (24 h) genes] (Supplementary Data 2). 

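Supplementary Data 3 lists 24 loci that the study assigned to sugar metabolism pathways, among them glycolysis, gluconeogenesis, sucrose degradation, pyruvate metabolism and the citrate cycle. The log2 fold changes listed with these loci are those of the authors' DESeq2 comparisons in roots, mostly at 6 h and for some loci at 2 h or 24 h, so tests of the list in roots are not independent evidence at any of these times. All 24 were tested in roots at each time. At 6 h, 24 of 24 were higher after zaxinone application, with a median log2 fold change of 0.44 and a range from 0.24 to 1.45. At 2 h, 15 of 24 were higher (median 0.04), and at 24 h 18 of 24 (median 0.29), or 19 of 24 with DESeq2's size factors in edgeR. Adjusted over all transcripts tested, edgeR called 3 of the 24 at 2 h, 2 at 6 h and 0 at 24 h. Counts adjusted over the list alone were 5, 24 and 0. DESeq2 called 5, 24 and 2. By limma's camera test with a preset correlation of 0.01, the list was shifted upward at each time. Camera's adjusted p over the 6 list tests made was 1.48e-04 at 2 h, 1.42e-21 at 6 h and 0.00602 at 24 h. At 2 h, the 5 loci called when adjusted over the list alone had log2 fold changes from 0.63 to 2.80. With a list median of 0.04 and 9 of 24 loci lower, the result at 2 h was not a shift of most loci. Under fry, the shift held at 2 h (adjusted p = 0.0239) and 6 h (adjusted p = 0.00403) and not at 24 h (adjusted p = 0.0844). At 24 h camera's adjusted p was also 0.0951 without replicate 2 of the mock treatment and 0.0522 without replicate 3 of the zaxinone treatment. With a correlation between transcripts estimated by camera, it held at 6 h (adjusted p = 0.0112) and not at 2 h (0.155) or 24 h (0.217). By pathway, the loci of Supplementary Data 3 were higher at 6 h in 14 of 14 cases for glycolysis IV (median log2 fold change 0.39), 8 of 8 for gluconeogenesis (0.34), 18 of 18 for sucrose degradation to ethanol and lactate (0.39), 9 of 9 for pyruvate metabolism (0.43) and 6 of 6 for the citrate cycle (0.40), with many loci in more than 1 pathway.

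**Figure D2:**
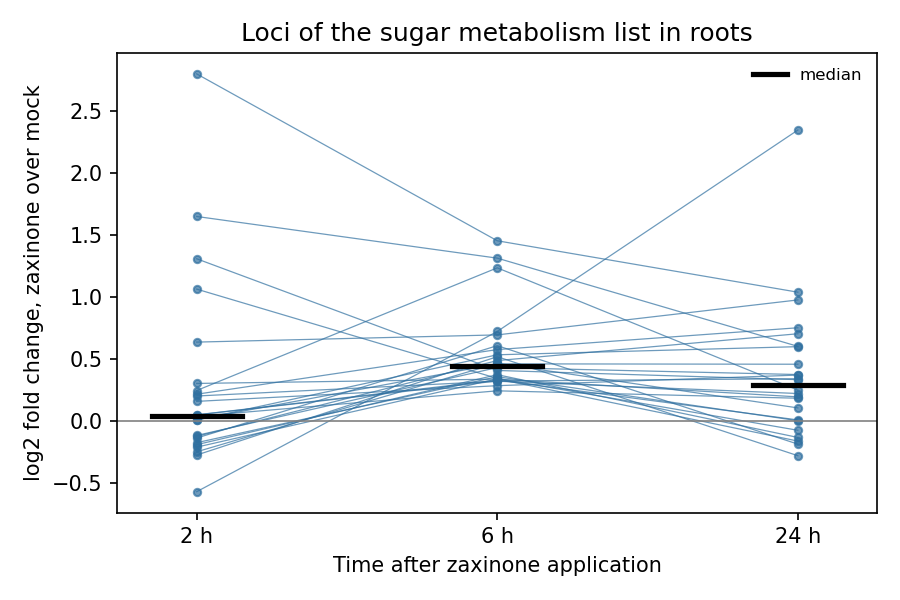
Log2 fold change of zaxinone over mock in roots (vertical axis) at 2, 6 and 24 h after application (horizontal axis) for the 24 loci of the sugar metabolism list. Each line joins the values of 1 locus and the black bars are the medians of 0.04, 0.44 and 0.29. All 24 loci lie above 0 at 6 h.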

Further enrichments with Kyoto Encyclopedia of Genes and Genomes (KEGG) and PlantCyc pathway unraveled the induction of genes mediating several annotated sugar metabolism pathways, including pyruvate metabolism, citric acid cycle, sucrose degradation, glycolysis, and gluconeogenesis, particularly 6 h after zaxinone application (Fig. 2c), which is in line with the change in the profile of primary metabolites (Fig. 1a). We also confirmed the annotated pathways (the plant glycolytic pathway and the TCA cycle) by MapMan software (Supplementary Fig. 9). 

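Among the sugar metabolism loci, 10 were measured at 6 h by both RNA-Seq and qRT-PCR (Os01g06660, Os02g10070, Os02g48360, Os04g10000, Os05g06460, Os05g33570, Os07g46920, Os08g02700, Os09g12650 and Os10g26570). In the RNA-Seq libraries, all 10 were higher after zaxinone application, with log2 fold changes from 0.34 for Os02g10070 to 1.45 for Os07g46920 and standard errors from 0.09 to 0.38. For 9 of the 10, the zaxinone and mock libraries did not overlap. With 3 libraries against 3, chance gives this, in either direction, for 10% of unselected transcripts. The 10 loci were taken from a list of DEGs of these same libraries, so that share is not their value under no change. By edgeR's quasi-likelihood test, Os08g02700 was called, with 267 to 639 reads per library, 19.9 ± 2.88 CPM after zaxinone (SD, n = 3) and a log2 fold change of 0.72 (standard error 0.14, adjusted p = 0.0441). It was called in 1 of the 6 fits that each left out 1 library. Os07g46920, with 1.63 ± 0.46 CPM under mock and 4.47 ± 1.44 CPM after zaxinone (SD, n = 3), had adjusted p = 0.0556 by the same edgeR test, and the highest adjusted p of the 10 was 0.171. DESeq2 called all 10. With each library left out in turn, the log2 fold changes of the 10 loci stayed between 0.28 and 1.70. In the paper's qRT-PCR values (n = 3), the mean after zaxinone was higher for 10 of 10 loci. The differences were 0.28 to 1.95 on the log2 scale. The groups did not overlap for 8 of the loci (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allows). The paper states that this qRT-PCR was run on the samples of the RNA-Seq experiment. Because the loci were selected for a change in those samples, the qRT-PCR values are not independent evidence of the change. The permutation test does not allow for this selection.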

To validate these changes, we chose ten genes from the OyzaCyc 6.0 database, which are involved in root glycolysis (Supplementary Data 3), and validated their expression pattern by performing qRT-PCR analysis of the same samples used for the RNA-seq experiment (Supplementary Fig. 10). Results obtained correlated with and explained the increase in sugar metabolites in root tissues. In contrast to roots, we detected a less significant impact on the shoot transcriptome presented in the PCA plots and DEGs analysis (Supplementary Fig. 11 and Supplementary Data 4), which may be anticipated given that the effect of zaxinone was mainly visible in root tissues, when using the hydroponic system. 

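In shoots, edgeR's quasi-likelihood test called 0 transcripts at 2 h, 1 at 6 h and 0 at 24 h, with 941, 2733 and 901 at an unadjusted p-value under 0.05. The transcript called at 6 h, loc_os06g03930.1, rose from 41.2 ± 3.99 to 102 ± 9.26 CPM (SD, n = 3), a log2 fold change of 1.30 (standard error 0.10, adjusted p = 7.08e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was called in each of the 6 fits that left out 1 library. DESeq2 called 1 transcript at 2 h, 158 at 6 h (43 higher and 115 lower) and 3 at 24 h. Without replicate 2 of the zaxinone treatment, the library with the smallest total in shoots, edgeR called 570 transcripts at 6 h (85 higher and 485 lower). The first principal component carried 35.8%, 41.1% and 31.2% of the variance at 2, 6 and 24 h and separated the zaxinone from the mock libraries at none of these times. At 6 h it set replicate 2 of the zaxinone treatment apart (score 28.9, against -9.49 to -2.91 for the other 5 libraries), and the second component, with 31.7% of the variance, separated the zaxinone libraries (scores -1.81, -2.61 and -22.3) from the mock libraries (10.6, 3.32 and 12.7).

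A difference in the number of DEGs is not a test of a difference between tissues, so the effect of zaxinone in roots was compared with that in shoots within one edgeR fit per time. Such a fit gives each transcript the same spread in both tissues. At 24 h, replicates of a condition correlated with r from 0.878 in roots and from 0.985 in shoots, so the spread in roots may be understated. Whether root and shoot libraries with the same replicate number shared plants was not examined. The effect of zaxinone differed between the tissues for 53 transcripts at 2 h, for 14 at 6 h and for 4 at 24 h (adjusted p under 0.05). It was higher in roots for 53, 11 and 3 of these. With DESeq2, the effect differed for 173, 571 and 123 transcripts. It was higher in roots for 143, 310 and 98 of them and lower for 30, 261 and 25. For Os01g42370, the log2 fold change was larger in roots by 7.84 at 2 h, 6.04 at 6 h and 6.99 at 24 h (adjusted p = 4.56e-06, 9.25e-05 and 4.55e-04 from edgeR's quasi-likelihood test of the interaction). The numbers called by edgeR rested on single libraries. At 2 h the number ranged from 25 without replicate 1 of the zaxinone-treated shoots to 121 without replicate 2 of the mock-treated roots. At 6 h it ranged from 2 without replicate 2 of the zaxinone-treated roots to 259 without replicate 1, and was 118 without replicate 2 of the zaxinone-treated shoots. At 24 h it was 79 or 96 without replicate 2 or 3 of the zaxinone-treated roots and between 1 and 7 without any other library.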

To further confirm the results, we performed a parallel transcript analysis with roots of WT and the *zas* mutant that contains less zaxinone and displays retarded growth (Supplementary Fig. 12a). We observed an upregulated transcript pattern of five glycolytic genes following the zaxinone treatment (Supplementary Fig. 12b), which could explain the capability of zaxinone in rescuing *zas* phenotype. 

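The 24 loci of the sugar metabolism list were compared between times by a test of the difference in the effect of zaxinone over the 18 root libraries. The study drew this list from its comparisons of these root libraries, mostly at 6 h. That selection favours a larger effect at 6 h, so the tests between times are not independent evidence. The effect was larger at 6 h than at 2 h, with a median difference of 0.42 on the log2 scale (adjusted p = 1.91e-04 from limma's camera, 0.0995 from fry). It was smaller at 24 h than at 6 h, with a median difference of -0.12 (adjusted p = 0.0183 from camera, 0.175 from fry). That difference rested on single libraries: camera's adjusted p was 0.0508 without replicate 3 of the zaxinone treatment at 6 h, 0.245 without replicate 1 of the mock treatment at 24 h, and 0.153 or 0.0683 without replicate 1 or 3 of the zaxinone treatment at 24 h. Between 24 h and 2 h the test gave adjusted p = 0.541 from camera. In shoots, the median log2 fold change of the list was -0.08 at 2 h, -0.07 at 6 h and -0.03 at 24 h, and edgeR called none of its loci (0 at each time).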

Taken together, the transcriptome analysis supported the hypothesis that the growth-promoting effect is strongly linked with an increase of sugar metabolism in rice roots.

**Fig. 2:**
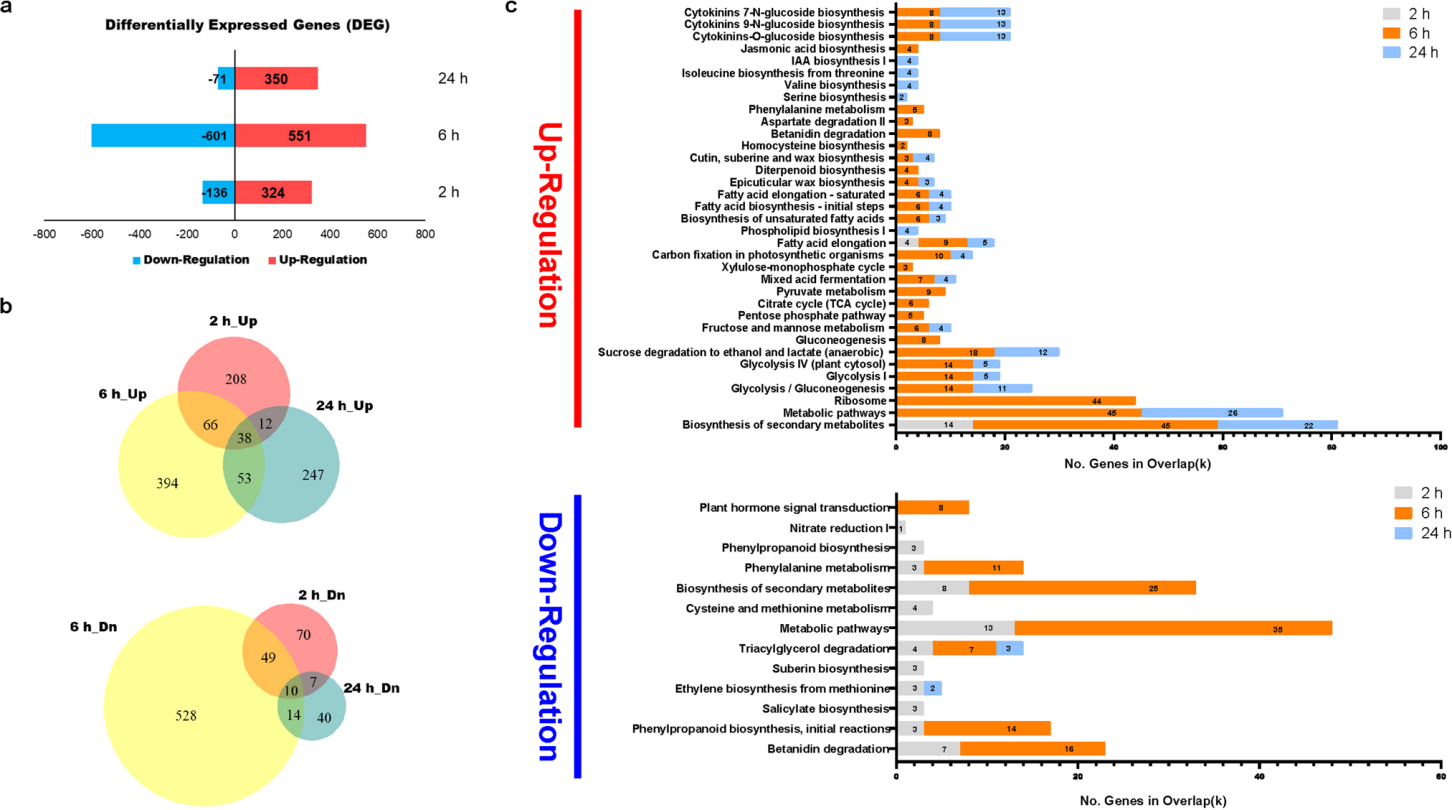
Analysis of differentially expressed genes (DEGs) in response to zaxinone at different time points. **a** Numbers of the significantly expressed genes upon zaxinone treatment (FDR < 0.05). The numbers on the vertical axis represent the three time points while the horizontal axis reflects the numbers of up- and down-regulated genes. Up- and down-regulated genes are shown in red and blue bars, respectively. **b** Venn diagrams showing the numbers of down (Dn) and upregulated (Up) genes that overlap between different time points. **c** Kyoto Encyclopedia of Genes and Genomes (KEGG) and PlantCyc pathway enrichment analysis for up- and down-regulated genes, which were analyzed by The Plant GeneSet Enrichment Analysis Toolkit (PlantGSEA) (http://structuralbiology.cau.edu.cn/PlantGSEA/index.php).

### Zaxinone application does not induce sugar metabolism in the absence of strigolactones

In our previous study, we showed that zaxinone application did not promote root growth in rice SL biosynthesis and perception mutants, indicating that zaxinone’s growth-promoting effect depends on functional SL biosynthesis and perception^23^. This opened the question of whether the changes in sugar metabolism caused by zaxinone are also linked to SLs. To answer this question, we applied zaxinone to *d17* and *zas* mutants and the corresponding WT varieties for 6 h, following the experimental design shown in Supplementary Fig 1, and analyzed the metabolome of collected root tissues. Results of metabolome analysis confirmed the accumulation of sugars and TCA cycle metabolites upon zaxinone treatment in both WT and *zas* mutants, while this response was largely absent in the *d17* mutant (Fig. 3), demonstrating that the sensitivity of sugar metabolism towards zaxinone application depends on the presence of a functional SL biosynthetic pathway.

**Fig. 3:**
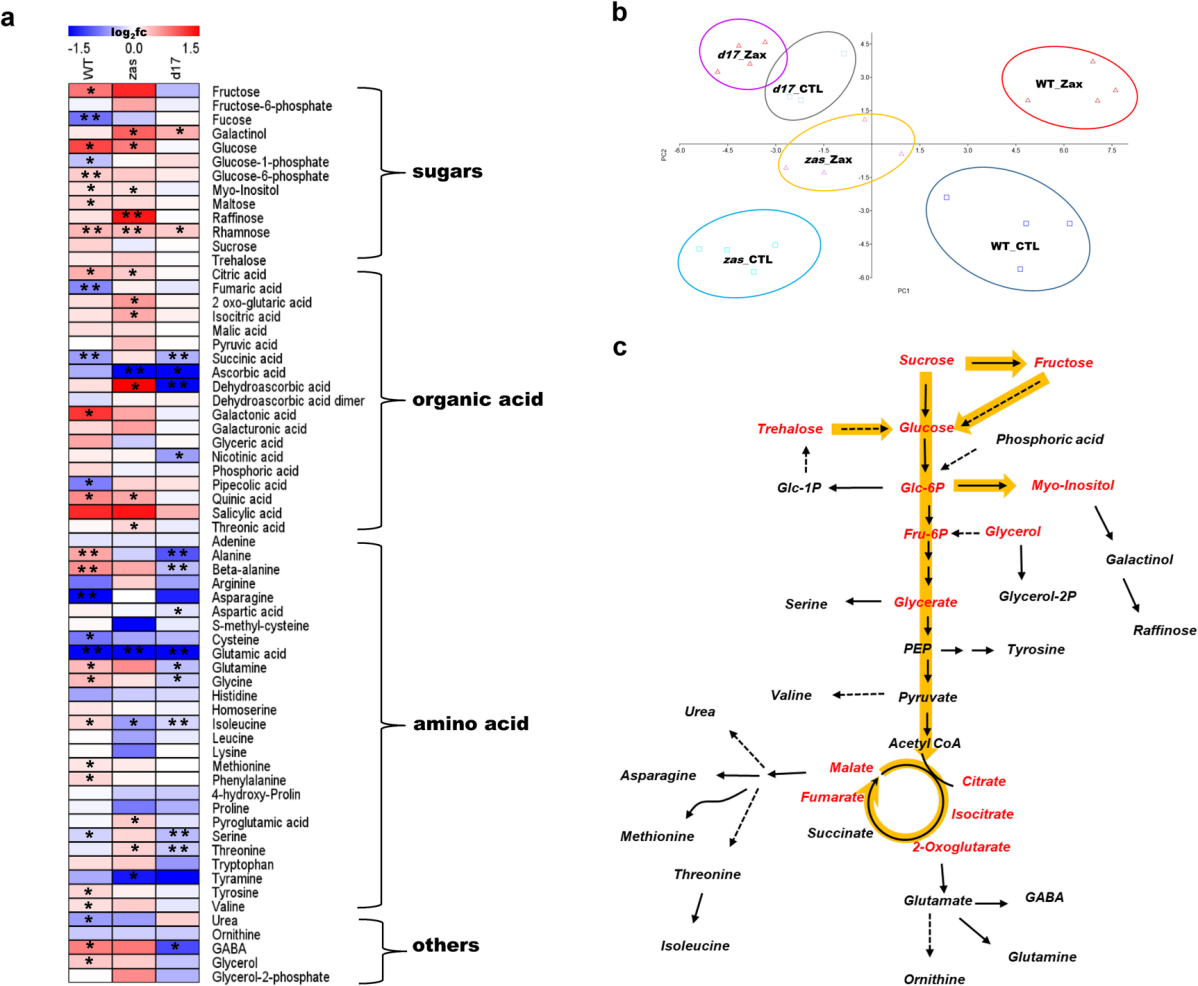
The profile of primary metabolites in roots of WT, *zas*, and *d17* mutant. Primary metabolites extracted from roots for GC-MS, which were annotated and listed in Supplementary Data 7. *n* = 4 biological replicates. **a** Heatmap of root tissue showing relative accumulation of each metabolite as compared to those in control plants. For each metabolite, the value of the corresponding control was set to 1. Asterisks indicate statistically significant differences as compared to control by *t*-test (*p < 0.05, **p < 0.01). **b** Principal component analysis (PCA) of root metabolites was performed using Past3 software. **c** The scheme of major metabolic changes in central metabolism after zaxinone treatment, which adapted from a. Orange arrows indicate sugar-related metabolites that mainly accumulated upon zaxinone treatment in WT and/or the *zas* mutant, but not in *d17*. CTL control, Zax zaxinone.

Lipids are further important metabolites required for plant’s growth. To assess the effect of zaxinone on lipid metabolism, we analyzed the lipid profile of treated root samples 6 h after zaxinone application. However, we did not detect a positive effect of zaxinone on lipid metabolism (Supplementary Fig. 13).

### Zaxinone application promotes cell division in the root apical meristem and increases the number of cortex layers

It can be assumed that the growth-promoting effect of zaxinone in rice roots is caused by an increase in cell number and/or size. To determine changes at a cellular level, we applied zaxinone (at 5 µM concentration) to hydroponically grown rice seedlings for 2 weeks and investigated the roots using cotton blue staining. As shown in Supplementary Fig. 14, the treatment with zaxinone enhanced the length of the root apex, suggesting an increase of cell division or cell elongation activity. To test this hypothesis, we used 5-Ethynyl-2′-deoxyuridine (EdU) staining that visualizes proliferating cells and can be monitored by a fluorescent dye. This experiment revealed that the meristem length and diameter, as well as the number of cell layers (counted from epidermis to vascular tissue), increased upon zaxinone application in both primary and the longest crown roots (Fig. 4a, b). To confirm the increase in the number of cell layers, we performed cross sections of primary and the longest crown roots of treated WT and *zas* mutant seedlings, by staining the cell wall with SCRI Renaissance 2200. In the main root cortex as well as in the longest crown roots, zaxinone application led to a remarkable increase in the number of cortex layers from around three to around five, and of the number of cells in the circumference by ten, which caused an around 50 µm enlargement of root diameters (Fig. 4c, d). Moreover, the enhancement in the number of cortex layers, root diameters, and cell numbers upon zaxinone application was much more conspicuous in the crown roots of *zas* mutant (Supplementary Fig. 15).

**Fig. 4:**
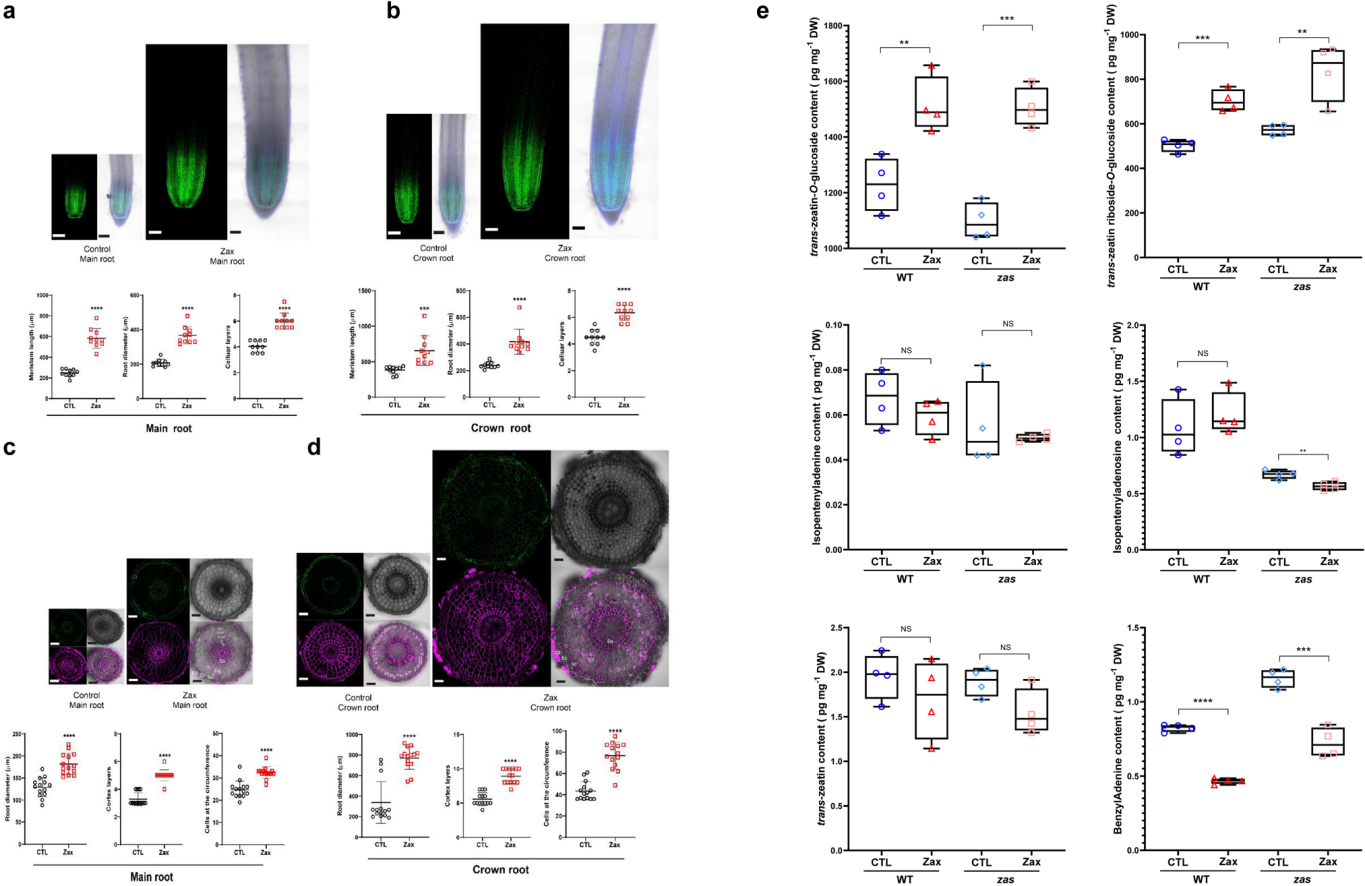
Characterization of root development at cellular level upon zaxinone treatment. **a**, **b** Ethynyl deoxyuridine (EdU) staining for cell proliferation analysis. Confocal images of rice root showing dividing cells as captured by EdU staining in Zeiss LSM 710 inverted confocal microscope. Root meristem length, root diameter, and cell layers (counted from epidermis to vascular tissue) in both primary roots and crown roots after 5 µM zaxinone treatment (twice per week) in Nipponbare WT rice seedlings. Dividing EdU-stained nuclei are shown in green; nuclei counterstained with Hoechst 33258 are shown in magenta. Images were acquired using the tile scan function in the Zen software with automatized stitching. Regions of interest were divided into multiple tiles and imaged individually. The tiles were then combined via automatic stitching to create a large overview image. Images are representative of the total number (*n* = 10) of seedlings that were studied. Scale bar: 50 µm. **c**, **d** Cross section of the mock and zaxinone-treated roots stained with SCRI Renaissance 2200. Magenta indicates the cell wall staining; green shows the auto-fluorescence marking lignin and suberin deposition (*n* = 14 biological replicates). Examples of cell layer and circumference cell number count are indicated in the cross section d, scale bar: 50 µm. **e** Quantification of cytokinins in root tissues of WT and *zas* mutant after 2-week zaxinone treatment. Box plot presented as min to max, *n* = 4 biological replicates. Asterisks indicate statistically significant differences as compared to control by *t*-test (*p < 0.05, **p < 0.01; ***p < 0.001; ****p < 0.0001). CTL control, Zax zaxinone. Ep epidermis, Ex exodermis, Sc sclerenchyma, Co cortex, En endodermis.

### Zaxinone enhances cytokinin glycosylation in rice roots

The changes in root morphology at the cellular level indicate that zaxinone may affect the hormonal composition in roots, in addition to its role in determining SL biosynthesis and sugar metabolism. Analysis of the RNA-Seq data indicated that zaxinone might affect several genes related to hormone metabolism, including genes involved in jasmonic acid and auxin biosynthesis and in the glycosylation of CKs (Fig. 2c). Therefore, we determined the changes in the hormone profile and content of abscisic acid (ABA), gibberellin (GA), auxin (IAA), salicylic acid (SA), jasmonic acid (JA), and cytokinins (CKs: *trans*-zeatin, isopentyladenine, isopentyladenosine, and benzyladenine) in rice roots 2, 6, and 24 h after zaxinone application. 

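Supplementary Data 5 lists 13 loci annotated as cytokinin glucosyltransferases. The study took them from its own DEGs of the 24 h root libraries, so tests of the list at 24 h are not independent evidence. They belong to multigene families, whose reads the authors' counting could have split or dropped between copies. In roots, 9 of the 10 tested at 2 h were higher (median log2 fold change 0.34), as were 11 of 12 at 6 h (median 0.70) and 12 of 12 at 24 h (median 2.27, range 1.49 to 3.76). Adjusted over all transcripts tested, edgeR called 1 at 2 h, 3 at 6 h and 0 at 24 h. Counts adjusted over the list alone were 2, 5 and 12. DESeq2 called 2, 2 and 12. The list was shifted upward at each time, with adjusted p = 5.25e-05, 2.44e-07 and 2.55e-24 from limma's camera at 2, 6 and 24 h, 0.0129, 0.0129 and 0.00754 from fry, and 0.0260, 0.0321 and 0.0112 from camera with an estimated correlation. The effect of zaxinone on the list was larger at 24 h than at 6 h, by a median of 2.13 on the log2 scale (adjusted p = 8.72e-10 from camera, 0.00212 from fry), and larger at 24 h than at 2 h, by a median of 2.06 (adjusted p = 2.51e-09 from camera, 0.00212 from fry). The selection of the list at 24 h favours a larger effect at that time, so these contrasts are not independent evidence either. Genes of jasmonic acid and auxin biosynthesis were not analysed here.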

We did not detect significant changes in the levels of GA, IAA, or SA, compared to the control, but observed an increase in ABA and JA levels at 2 and 6 h, respectively (Supplementary Fig. 16). Notably, the application of zaxinone led to a significant decrease in the content of isopentenyladenosine in all treated samples, a reduction of isopentenyladenine and benyzladenine in the 6, and 6 and 24 h samples, respectively, and an increase in levels of glycosylated, inactive *trans*-zeatin forms. We also observed an increase in *trans*-zeatin content 2 h after application (Supplementary Fig. 17). These data indicate that zaxinone may regulate the abundance and pattern of CKs. To gain insights into the long-term effect of zaxinone on CKs level, we applied the compound for two weeks and quantified the hormone. In this experiment, we also included the *zas* mutant that showed at the cellular level a stronger response than WT (Supplementary Fig. 15). As shown in Fig. 4e, prolonged treatment with zaxinone led to significant accumulation in the glycosylated, deactivated *trans*-zeatin. Finally, we chose four genes annotated by Kyoto Encyclopedia of Genes and Genomes analysis as cytokinin glycosyltransferases (Supplementary Data 5), and validated their expression levels in the samples used for the RNA-seq experiment, using qRT-PCR. As anticipated, these genes were highly induced following 24 h of zaxinone treatment (Fig. 2c and Supplementary Fig. 18). 

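In the RNA-Seq libraries of roots at 24 h, the 4 cytokinin glycosyltransferase genes were higher after zaxinone application. Os01g45110 rose from 0.62 ± 0.47 to 8.29 ± 6.06 CPM (SD, n = 3), a log2 fold change of 3.76 (standard error 0.72, adjusted p = 0.353 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Os03g24430 rose from 0.36 ± 0.08 to 3.89 ± 2.66 CPM, a log2 fold change of 3.41 (standard error 0.58, adjusted p = 0.329 from the same edgeR test). Os02g11640 rose from 1.06 ± 0.16 to 8.97 ± 8.55 CPM, a log2 fold change of 3.06 (standard error 0.68, adjusted p = 0.395 from the same edgeR test). Os02g42280 rose from 0.61 ± 0.23 to 2.90 ± 1.90 CPM, a log2 fold change of 2.23 (standard error 0.64, adjusted p = 0.474 from the same edgeR test). For each of the 4, every zaxinone library lay above every mock library. The counts behind these values were low, from 6 to 388 reads per library for Os01g45110 and from 7 to 74 for Os03g24430. DESeq2 called all 4, with adjusted p = 1.92e-05, 1.97e-05, 6.04e-04 and 0.0468 in the order given. Without replicate 2 of the zaxinone treatment, edgeR's adjusted p was 0.0257 for Os01g45110, 0.0183 for Os03g24430 and 0.0201 for Os02g11640, and Os02g42280 was not called. With each library left out in turn, the log2 fold changes of the 4 genes stayed between 1.75 and 4.49.

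**Figure D3:**
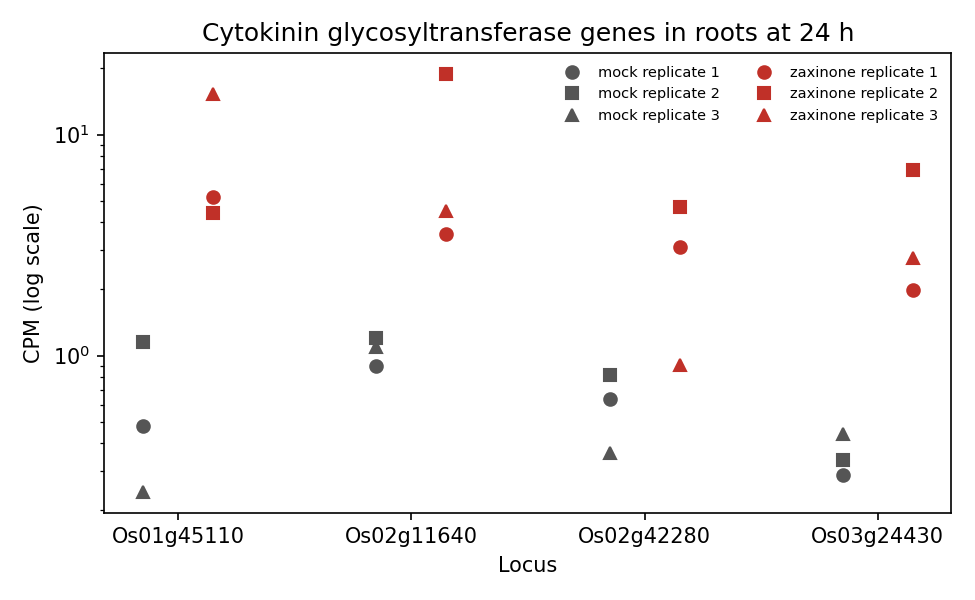
CPM (vertical axis, log scale) of the 4 cytokinin glycosyltransferase genes (horizontal axis) in each root library at 24 h, mock in grey and zaxinone in red, with a marker shape for each replicate. The zaxinone libraries lie above the mock libraries for each gene.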

We obtained similar results in *zas* mutant seedlings exposed to zaxinone treatment (Supplementary Fig. 19). The induction of these genes may explain the accumulation of the glycosylated forms of CKs. To further validate that reduction of cytokinin signaling via CK glycosylation is a part of the downstream effect of zaxinone, we applied 2.5 μM zaxinone to CK biosynthetic (*Os03g49050*, *Os05g51390*, and O*s10g33900*) and regulatory (*Os06g08440*) rice T-DNA insertion mutants (Supplementary Fig. 20a). Interestingly, none of these mutants showed an increased root growth in response to zaxinone treatment, in contrast to the corresponding WT controls (Supplementary Fig. 20b). This result supported the hypothesis that the root growth-promoting effect of zaxinone is dependent on CKs.

## Discussion

As the main product of photosynthetic carbon assimilation, sucrose plays an energy source and an essential role in plant growth and development. In addition, this sugar acts as a signaling molecule interacting with hormonal networks and regulating metabolic pathways^25–27^. In this paper, we show that zaxinone application promotes sugar metabolism in growing plants, leading to the accumulation of soluble sugars in different tissues, and might enhance the photosynthetic activity in rice seedlings (Fig. 5). We observed this effect also in *zas* mutant plants (Supplementary Fig. 5c), which contain less zaxinone in their roots^23^. Compared to WT, these plants also showed a lower chlorophyll content under control conditions, suggesting that endogenous zaxinone level might affect the photosynthetic capacity (Supplementary Fig. 5c). The alterations in shoot metabolism were of considerably lower magnitude and slower in response, compared to those of root metabolism. The alterations in root sugar metabolism appear to be biphasic with an initial accumulation of the major sugars sucrose, glucose, and fructose whose levels subsequently decreased, whilst those of downstream metabolites including trehalose, glucose-1-phosphate, glucose-6-phosphate alongside TCA cycle intermediates increased 24 h following zaxinone treatment. We observed similar metabolic changes to the initial effect also in *zas* mutant plants (Fig. 3a). Yet, we cannot rule out that zaxinone might not directly act as signaling molecules as it may need further modification or trigger its response via unknown component(s), which might explain the low response at the 2 h time point and the delay of metabolic changes the root and shoot tissues. Supporting the metabolomics data, the transcriptomic results indicated that zaxinone induces several sugar-related metabolic pathways, such as glycolysis that catabolizes hexose units to produce energy and building blocks for different cellular components (Fig. 5). We also showed that prolonged treatment with zaxinone led to an increased starch accumulation in roots, which is synthesized from mobilized sucrose that is produced by photosynthesis in leaves^26^. In rice, disruption in sucrose synthesis or transport mutations of rice causes growth retardation^28–30^. It might be a possibility that sucrose provides the energy and C-atoms for the plant to grow and develop, depending on zaxinone, as we saw that zaxinone rescued *Oszas* mutant phenotype^23^. This trend correlates with the observed increase in transcript levels of sucrose metabolic genes. Moreover, we observed some of the sugar metabolites were highly accumulated in *zas* mutant compared to WT at control condition, which may argue that the endogenous zaxinone level is involved in the sugar metabolism. However, *zas* also shows high SL content^22^ that indicates the endogenous relative amount of zaxinone and SLs might contribute to the observed sugar metabolites as well as phenotypic changes.

**Fig. 5:**
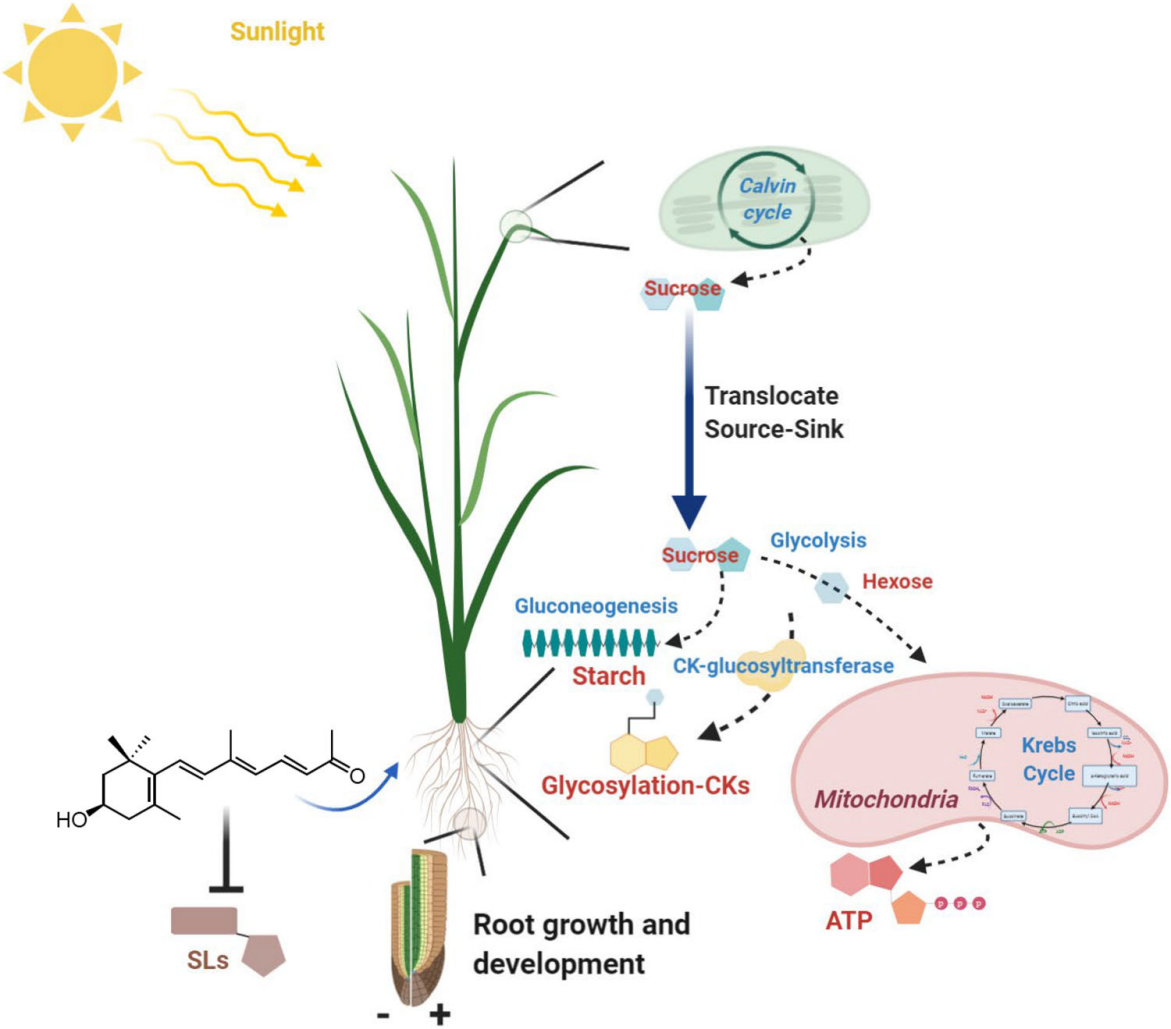
Model of the mechanisms underlying the growth-promoting effect of zaxinone in rice. Application of zaxinone might enhance photosynthesis activity (Calvin cycle) that produces sucrose that is translocated from the shoot (source) to developing root tissues (sink). Sucrose then can either be hydrolyzed (glycolysis) into hexose that enters glycolysis and citric acid cycle (to produce ATP and C-building blocks), or stores as starch formed by gluconeogenesis. The glucose can also be used for cytokinin glycosylation that regulates the bioactivity of CKs in rice root tissues. A combination of these effects results in root phenotypical changes and cellular events, such as a larger meristem size. In addition, zaxinone suppresses SL biosynthesis and release, while it cannot rescue the SL biosynthesis and perception mutants^22^ and does not affect the central metabolism in the SL biosynthetic *d17* mutant. Created with “Biorender”.

Roots and young leaves are the major sinks during early developmental stages, whereas fruit and seeds are the ones accumulating starch during the reproductive stages^31^. Consequently, zaxinone treatment, which led to an increased starch accumulation in roots, improved the sink capacity of this organ. However, we cannot currently demonstrate whether the increase in chlorophyll abundance and stomatal conductance is due to an enhanced sink-strength of the zaxinone-treated roots, or a direct effect of zaxinone/derivative thereof. Regardless, our results demonstrate zaxinone remarkably increases sugar metabolism and might modulate photosynthesis in rice plants.

The root system is essential for plants to absorb nutrients and water, which determine plant growth and performance. Application of zaxinone remarkably increased crown root numbers^23^, root apex length as well as cortex layers and cell numbers in both rice WT and *zas* mutant, which indicates a possible interplay with Auxin or CKs. Indeed, CKs orchestrate root growth and development; and previous studies documented that this hormone inhibits root elongation by decreasing root meristem size^32–34^. For example, disruption of *CROWN ROOTLESS5* (*CRL5*) encoding an ERF transcription factor led to a loss of rice crown root initiation through repression of two negative regulators of CK signaling (*OsRR1* and *OsRR2*)^35^. Indeed, we detected significant upregulation of the transcript level of *OsRR6*, (*Os04g57720*) and *OsRR10*, (*Os02g35180*), two homologs of *OsRR1* and *OsRR2*, at 2 h after zaxinone application (Supplementary Data 1). Similarly, overexpressing *CK OXIDASE/DEHYDROGENASE 4* (*OsCKX4*, *Os01g71310*) led to lower amounts of CKs, which was accompanied by longer roots and a larger root apical meristem with more cellular layers^34,36^. 

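OsRR6 (Os04g57720) rose in roots at 2 h from 2.20 ± 0.47 to 5.33 ± 1.23 CPM (SD, n = 3), a log2 fold change of 1.28 (standard error 0.29, adjusted p = 0.128 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was not called by edgeR in any fit that left out 1 library, in which its log2 fold change lay between 1.07 and 1.42, and was called by DESeq2 (adjusted p = 0.00794). OsRR10 (Os02g35180) rose from 21.8 ± 2.93 to 49.1 ± 5.74 CPM (SD, n = 3), a log2 fold change of 1.17 (standard error 0.16, adjusted p = 0.00973 from edgeR's quasi-likelihood test). It was called in 4 of the 6 fits that left out 1 library. Without replicate 1 of the mock or of the zaxinone treatment, its adjusted p was 0.0561 or 0.0622. For both genes, every zaxinone library lay above every mock library.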

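The cytokinin oxidase gene OsCKX4 (Os01g71310) was measured in the root RNA-Seq libraries. At 2 h it rose from 6.24 ± 2.00 to 13.0 ± 4.18 CPM (SD, n = 3), a log2 fold change of 1.06 (standard error 0.30, adjusted p = 0.274 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 24 h it rose from 11.3 ± 1.63 to 23.8 ± 1.63 CPM, a log2 fold change of 1.07 (standard error 0.22, adjusted p = 0.374 from the same edgeR test). The zaxinone and mock libraries did not overlap at either time. DESeq2 called the gene at both times (adjusted p = 0.0298 and 0.00122). Without replicate 2 of the zaxinone treatment at 24 h, edgeR's adjusted p was 0.0276. With each library left out in turn, the log2 fold change stayed between 0.79 and 1.33 at 2 h and between 0.97 and 1.18 at 24 h.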

In this study, we observed an upregulation of *OsCKX4* expression (2 and 24 h; Supplementary Data 1) upon zaxinone treatment, which may contribute to the increased activity of root meristems and alterations in root architecture. Besides, the plant hormones profile and transcript analysis showed that zaxinone reduced the free-form CKs and enhanced glycosylated-CKs biosynthesis, which can be considered as fine-tuning of their synthesis, metabolism, and function. Indeed, glycosylation was shown to significantly reduce the activity of CKs and to affect their transport, signal transduction, and impact on growth and development^37^. The changes in root architecture caused by CK glycosylation resemble those observed upon zaxinone treatment to CK biosynthesis and signaling mutants. Therefore, CKs-glycosylation is of great significance for understanding the effects of zaxinone and its impact on rice root development (Fig. 5). Previously, we showed that zaxinone did not enhance the root growth in SL-deficient rice mutants, indicating the requirement for intact SL biosynthesis^23^. Here, we further found that zaxinone did not increase the sugar metabolism in the SL-deficient rice *d17* mutant, which indicates that the effect of zaxinone on sugar metabolism is mediated by SLs. Taken together, zaxinone not only modulates the SL biosynthesis and release^23^, but also acts on the CK signaling pathway by modulating CK activity through glycosylation. The latter may be the result of increasing sugar content in the root tissues.

In summary, we provide experimental evidence at the metabolite, transcript, and cellular level, which demonstrates the role of zaxinone in regulating central metabolism, determining hormone profile, and promoting cell division in rice roots (Fig. 5). The results presented explain zaxinone’s growth-promoting effect in rice plants and may help to develop new strategies to increase the performance of this and other crops towards sustainable agriculture.

## Methods

### Plant material and growth conditions

Nipponbare background *zas*^23^, *d17*^38^, and WT rice plants were grown under controlled conditions (a 12 h photoperiod, 200-µmol photons m^−2^ s^−1^ and day/night temperature of 27/25 °C). Rice seeds were surface-sterilized in a 50% sodium hypochlorite solution with 0.01 % Tween-20 for 15 min. The seeds were rinsed with sterile water and germinated in the dark overnight. The pre-germinated seeds were transferred to Petri dishes containing half-strength liquid Murashige and Skoog (MS) medium and incubated in a growth chamber for 7 days. Thereafter, the seedlings were transferred into black falcon tubes filled with half-strength modified Hoagland nutrient solution with adjusted pH to 5.8. The nutrient solution consisted of 5.6 mM NH_4_NO_3_, 0.8 mM MgSO_4_·7H_2_O, 0.8 mM K_2_SO_4_, 0.18 mM FeSO_4_·7H_2_O, 0.18 mM Na_2_EDTA·2H_2_O, 1.6 mM CaCl_2_·2H_2_O, 0.8 mM KNO_3_, 0.023 mM H_3_BO_3_, 0.0045 mM MnCl_2_·4H_2_O, 0.0003 mM CuSO_4_·5H_2_O, 0.0015 mM ZnCl_2_, 0.0001 mM Na_2_MoO_4_·2H_2_O and 0.4 mM K_2_HPO_4_·2H_2_O.

For metabolomic and transcriptomic analysis, 3-weeks-old seedlings were grown hydroponically in half-strength modified Hoagland nutrient solution. Seedlings were further treated with 5 µM zaxinone for 2, 6, or 24 h, and tissues were collected.

For phenomic experiments, one-week-old seedlings were grown hydroponically in half-strength modified Hoagland nutrient solution with or without 5 µM zaxinone for two weeks. Thereafter, plant tissues were collected for analysis.

For zaxinone application to CK mutants, 1-week-old seedling (TN67 background) were grown hydroponically in ½ strength Hoagland nutrient solution containing 2.5 µM zaxinone for 2 weeks. The solution was changed two times per week.

Synthetic zaxinone was purchased (custom synthesis) from Buchem B.V. (Apeldoorn, The Netherlands).

### Analysis of primary metabolites using GC-MS

Frozen ground material, spiked with 60 μg phenyl-β-glucopyranosides, was homogenized in 750 μL of methanol at 70 °C for 15 min and then 375 μL of chloroform followed by adding 750 μL of water. The polar fraction was dried under vacuum, and the residue was derivatized for 40 min at 37 °C (in 50 µL of 20 mg mL^−1^ methoxyamine hydrochloride in pyridine) followed by a 30 min treatment at 37 °C with 70 µL of MSTFA. The GC-MS system used was a gas chromatograph coupled to a time-of-flight mass spectrometer (Leco Pegasus HT TOF-MS). A Gerstel Multi Purpose autosampler system injected the samples. Helium was used as carrier gas at a constant flow rate of 2 mL s^−1^ and gas chromatography was performed on a 30 m DB-35 column. The injection temperature was 230 °C and the transfer line and ion source were set to 250 °C. The initial temperature of the oven (85 °C) increased at a rate of 15 °C min^−1^ up to a final temperature of 360 °C. After a solvent delay of 180 s mass spectra were recorded at 20 scans s^−1^ with *m*/*z* 70–600 scanning range. Chromatograms and mass spectra were evaluated by using Chroma TOF 4.5 (Leco) and TagFinder 4.2 software^39,40^.

### Lipid profile by LC–MS

Lipids were extracted based on the protocol published in^41^. In brief, 5 mg of freeze-dry materiel was homogenized and extracted with 1 mL of pre-cooled (−20 °C) extraction buffer (homogenous methanol/methyl-*tert*-butyl-ether [1:3] mixture). After 10 min incubation at 4 °C and sonication for 10 min in a sonic bath, 500 μL of water/methanol mixture was added. Samples were then centrifuged (5 min, 14,000×*g*), which led to the formation of two phases: a lipophilic phase and a polar phase. Five hundred microliters of the lipophilic phase were collected and dried under vacuum and resuspended in 200 μL of ASN/isopropanol and used for lipid analysis. Samples were processed using UPLC-FT-MS on a C_8_ reverse-phase column (100 × 2.1 mm × 1.7 μm particle size, Waters) at 60 °C. The mobile phases consisted of 1% 1 M NH_4_OAc and 0.1 % acetic acid in water (buffer A) and acetonitrile/isopropanol (7:3, UPLC grade BioSolve) supplemented with 1 M NH_4_Ac and 0.1% acetic acid (buffer B). The dried lipid extracts were resuspended in 500 μL of buffer B. The following gradient profile was applied: 1 min 45% A, 3 min linear gradient from 45% A to 35 % A, 8 min linear gradient from 25 to 11% A, 3 min linear gradient from 11 to 1% A. Finally, after washing the column for 3 min with 1% A, the buffer was set back to 45% A, and the column was re-equilibrated for 4 min, leading to a total run time of 22 min. The flow rate of the mobile phase was 400 μL min^−1^. The mass spectra were acquired using an Exactive mass spectrometer (ThermoFisher, http://www.thermofisher.com) equipped with an ESI interface. All the spectra were recorded using altering full-scan and all-ion fragmentation scan mode, covering a mass range from 100–1500 *m*/*z* at a capillary voltage of 3.0 kV, with a sheath gas flow value of 60 and an auxiliary gas flow of 35. The resolution was set to 10,000 with 10 scans per second, restricting the Orbitrap loading time to a maximum of 100 ms with a target value of 1E6 ions. The capillary temperature was set to 150 °C, while the drying gas in the heated electrospray source was set to 350 °C. The skimmer voltage was held at 25 V, while the tube lens was set to a value of 130 V. The spectra were recorded from minute 1 to 20 of the UPLC gradients. Processing of chromatograms, peak detection, and integration was performed using REFINER MS 10.0 (GeneData, http://www.genedata.com) or Xcalibur (Version 3.1, ThermoFisher, Bremen, Germany). In the first approach, the molecular masses, retention time, and associated peak intensities for the three replicates of each sample were extracted from the raw files, which contained the full-scan MS and the all-ion fragmentation MS Data Processing of MS data included the removal of the fragmentation information, isotopic peaks, and chemical noise. Further peak filtering on the manually extracted spectra or the aligned data matrices was performed. Obtained features (*m*/*z* at a certain retention time) were queried against an in-house lipid database for further annotation

### RNA library preparation and transcriptomic analysis

Total rice root RNA was extracted with TRIzol (Invitrogen, https://www.thermofisher.com/de/de/home.htmL) using a Direct-zol RNA Miniprep Plus Kit following the manufacturer’s instructions (ZYMO RESEARCH; USA). RNA quality was checked with a Agilent 2100 Bioanalyzer, and RNA concentration was measured using a Qubit 3.0 Fluorometer. The cDNA libraries were constructed following standard Illumina protocols and paired‐end sequenced on an Illumina HiSeq 4000 machine by the Bioscience core lab of KAUST. RNA‐Seq reads were aligned to the *O. sativa* genome v7.0 downloaded from Phytozome v12.1 (http://phytozome.jgi.doe.gov/). Data processing and analysis were performed using the LSTrAP workflow^42^, which included all steps described below. Adapter sequences were removed from fastq files by Trimmomatic^43^, and aligned to the genome using HISAT2^44^. Read counts aligned to each annotated gene were computed with HTSeq^45^. The results were passed through LSTrAP quality control and TPM normalized. The mean data were used to cluster and resistance level was visualized as a heatmap using a hierarchical clustering R script. Principal component analysis (PCA), a multivariate statistical technique, was further conducted to examine links between samples. All analyses were performed using the R statistical package. For differential gene expression, read counts from HTSeq were analyzed using the R package DESeq2^46^. Genes were considered differentially expressed based on a *P*‐value adjusted by the Benjamini–Hochberg procedure^47^ below 0.05. Gene Ontology (GO) enrichment analysis of all the differentially were selected at FDR < 0.05 and analyzed by Panther-Gene list analysis^48^ (http://pantherdb.org/). Kyoto Encyclopedia of Genes and Genomes and PlantCyc pathway enrichment analysis for up- and downregulated genes, were then analyzed by The Plant GeneSet Enrichment Analysis Toolkit (PlantGSEA)^49^ (http://structuralbiology.cau.edu.cn/PlantGSEA/index.php). Visualization of DEGs in MapMan followed the instructions as described^50^.

### Gene expression analysis

Roots of rice seedlings were ground and homogenized in liquid nitrogen, and total RNA was isolated using a Direct-zol RNA Miniprep Plus Kit following the manufacturer’s instructions (ZYMO RESEARCH; USA). cDNA was synthesized from 1 µg of total RNA using iScript cDNA Synthesis Kit (BIO-RAD Laboratories, Inc, 2000 Alfred Nobel Drive, Hercules, CA; USA), according to the instructions in the user manual. Transcript levels were detected by real-time quantitative RT-PCR (qRT-PCR) which was performed using SYBR Green Master Mix (Applied Biosystems; www.lifetechnologies.com) in a CFX384 Touch™ Real-Time PCR Detection System (BIO-RAD Laboratories, Inc, 2000 Alfred Nobel Drive, Hercules, CA; USA). Primers used for qRT-PCR analysis are listed in Supplementary Data 8. The gene expression level was calculated by normalization to the rice housekeeping gene Ubiquitin (OsUBQ) (Supplementary Data 8). The relative gene expression level was calculated according to 2^−ΔΔ^CT method^51^.

### Cotton blue staining for root apex

Apex length and width were assessed in WT rice roots with or without 5 μM zaxinone (applied twice a week). Plants were grown hydroponically in Hoagland solution (400 µM Pi), and data were collected 3 weeks post-germination. The primary crown root apex was stained with Cotton Blue 0.1 %. The apex length was calculated considering the segment between the root tip and the first root hair.

### Ethynyl deoxyuridine (EdU) staining for cell proliferation analysis

Cell proliferation in rice seedlings was evaluated using the Click-iT EdU Alexa Fluor 488 imaging kit (C10637, Invitrogen) followed the procedure^52^. Plants were incubated in Murashige and Skoog medium with EdU for 12 h. For each plant, the primary root and the longest crown root (prior to the formation of lateral roots) were harvested and fixed in 3.7% formaldehyde for 1 h under vacuum. Then samples were permeabilized with PBS containing 0.5 % Triton X-100 for 1 h and incubated for 1 h in the dark with a click-it-reaction cocktail that was prepared according to the manual, followed by DNA counterstaining using Hoechst 33342 in PBS under vacuum in the dark for 1 h. Samples were mounted in clearing solution and incubated in the dark for 2 weeks at 4 °C as described in the protocol published in ref. ^53^. Images were captured by a Zeiss LSM 880 inverted confocal microscope and automatically stitched to generate the overview image of the root tip in ZEN 2.0 while imaging. Dividing EdU-stained nuclei are shown in green; nuclei counterstained with Hoechst 33258 are shown in blue. Images are representative of the total number (*n* = 10) of seedlings that were studied.

### Root cross section, staining, and microscopy

Fresh root segments starting from the root hair emergence zone to the direction of the shoot (an upward direction, about 0.5 cm from in differentiation zone) were embedded in 10% low melting agarose and sectioned using a Leica VT1000S vibratome. The SCRI Renaissance 2200 (SR2200) stain was used to visualize cell walls while the berberine hemisulfate stain was used to visualize suberin^54^. Images were captured using a Zeiss LSM 880 inverted confocal microscope with excitation of 405 nm for SCRI or 488 nm for berberine.

### Quantification of starch

For starch extraction, excised root systems were rapidly blot-dried on filter paper and weighed. Samples were then frozen in liquid nitrogen, transferred to 2-mL Eppendorf tubes (Eppendorf, Hamburg, Germany), and thoroughly homogenized using a pestle in liquid nitrogen. The samples were further homogenized in 0.5 mL of absolute ethanol. After the addition of 0.5 mL of 80% ethanol, the tubes were incubated at 70 °C for 90 min and then centrifuged for 10 min at 11,337 × *g* and the pellet was resuspended in 1 mL of 80% ethanol. Two more washings were performed with 1 mL of 80% ethanol (and 10 min of centrifugation). The pellets were finally resuspended in 400 μL of 0.2 m KOH and incubated at 95 °C for 60 min. After neutralization with 70 μL of acetic acid, the samples were centrifuged for 10 min and the supernatant was used for starch quantification (Starch Test-Combination enzymatic analysis kit, cat. no. 207748; Boehringer, Mannheim, Germany), according to the manufacturer’s instructions. At least three independent experiments, including at least three plants each, were performed to obtain all results of enzymatic starch quantification.

### Quantification of plant hormones

For the quantification of endogenous hormone levels, 20 mg of freeze-dried ground tissues were spiked with internal standards D_6_-ABA (3.2 ng), D_2_-GA1 (0.08 ng), D_2_-IAA (5.4 ng), D_4_-SA (0.05 ng), D_2_-JA (0.1 ng), D_5_-*trans*-zeatin (1.5 ng), D_5_-*trans*-zeatin-O-glucoside (2 ng), D_5_-*trans*-zeatin riboside-O-glucoside (2 ng), D_6_-N^6^-Isopentenyladenine (2 ng), N_15_-N^6^-isopentenyladenosine (2 ng), and D_7_-N^6^-Benzyladenine (2 ng) along with 1.5 mL of methanol as described procedure^51^. The mixture was sonicated for 15 min in an ultrasonic bath (Branson 3510 ultrasonic bath), followed by centrifugation for 10 min at 14,000 × *g* at 4 °C. The supernatant was collected, and the pellet was re-extracted with 1.5 mL of the same solvent. Then, the two supernatants were combined and dried under a vacuum. The sample was re-dissolved in 150 μL of acetonitrile:water (25:75, v-v) and filtered through a 0.22 μm filter for LC–MS analysis. Plant hormones were analyzed using HPLC-Q-Trap-MS/MS with Multiple Reaction Monitoring (MRM) mode. Chromatographic separation was achieved on a ZORBAX Eclipse plus C_18_ column (150 × 2.1 mm; 3.5 μm; Agilent). Mobile phases consisted of water:acetonitrile (95:5, v-v) and acetonitrile, both containing 0.1% formic acid. A linear gradient was optimized as follows (flow rate, 0.4 mL min^−1^): 0 − 17 min, 10–100% B, followed by washing with 100% B and equilibration with 10% B. The injection volume was 5 μL and the column temperature was maintained at 40 °C for each run. Mass spectrometry was conducted in electrospray and MRM mode, in positive ion mode for cytokinins, and in negative ion mode for the other hormones. Relevant instrumental parameters were set as follows: ion source of turbo spray, ion spray voltage of (±) 4500 V, curtain gas of 25 psi, collision gas of medium, gas 1 of 45 psi, gas 2 of 30 psi, turbo gas temperature of 500 °C, entrance potential of −10 V. The characteristic MRM transitions (precursor ion → product ion) were 263.2 → 153.1 for ABA; 347.1 → 261.1 for GA1; 174.0 → 129.6 for IAA; 136.6 → 92.8 for SA; 209.0 → 59.0 for JA; 269.2 → 159.1 for D_6_-ABA; 349.1 → 261.1 for D_2_-GA1; 176.0 → 131.6 for D_2_-IAA; 141.0 → 97.0 for D_4_-SA ; 211.0 → 61.0 for D_2_-JA. 225.2 → 136.7 for D_5_-*trans*-zeatin; 387.2 → 225.4 for D_5_-*trans*-zeatin- *O* -glucoside; 519.2 → 225.2 for D_5_-*trans*-zeatin riboside-*O*-glucoside; 210.2 → 137.0 for D_6_-N^6^-Isopentenyladenine; 337.0 → 205.0 for N_15_-N^6^-isopentenyladenosine; 233.1 → 98.0 for D_7_-N^6^-Benzyladenine; 220.2 → 136.0 for *trans*-zeatin; 382.2 → 220.2 for *trans*-zeatin-*O*-glucoside; 514.2 → 220.2 for *trans*-zeatin riboside-*O*-glucoside; 204.2 → 136.1 N^6^-Isopentenyladenine; 336.0 → 204.0 for N^6^-isopentenyladenosine; 226.1 → 91.0 for N^6^-Benzyladenine.

### Measurement of photosynthetic parameters

Three-week-old seedlings were grown hydroponically in a half-strength-modified Hoagland nutrient solution. Seedlings were further treated with 5 µM zaxinone for 2, 6, or 24 h. Leaf chlorophyll content was measured by CCM-200 plus chlorophyll content meter (Opti-Sciences, Hudson, USA), and leaf stomatal conductance was measured by AP4 Porometer (Delta-T, Cambridge, UK).

### Chlorophyll quantification

Chlorophyll was extracted from the leaf segment by following the procedure according to ref. ^55^ with a slight modification. Briefly, an equal amount of frozen leaf tissue was measured in a 2 mL Eppendorf tube and ground into a fine powder with 2 mm metal beads. One mL of 80% acetone was added to each tube and the mixture was vortex for 30 s. The extracted mixture was incubated at room temperature for 10 min. Each sample was subjected to centrifugation at 4282 × *g*, 4, at room temperature for 90 s. Then 200 µL of supernatant was collected from the top of each tube and added to 96 well plates. The plate was run in the microplate reader (Tecan Infinite M1000 Pro). The absorbance of Chlorophyll-*a* (Chla) and Chlorophyll-*b* (Chlb) was determined by UV-spectrophotometry at 645 and 663 nm wavelength. Chlorophyll-*a*, Chlorophyll-*b*, and total chlorophyll content were calculated from each extract by using the following equations:

1 $${{{{{\rm{Chl}}}}}}a\,({{{{{\rm{mg}}}}}}\;{{{{{\rm{g}}}}}}^{-1})=12.7({{{{{\rm{A663}}}}}})-2.69({{{{{\rm{A645}}}}}})\times{{V}}/{{{{{\rm{1000}}}}}}\times W$$

2 $${{{{{\rm{Chl}}}}}}b\,({{{{{\rm{mg}}}}}}\;{{{{{\rm{g}}}}}}^{-1})=22.9({{{{{\rm{A645}}}}}})-4.68({{{{{\rm{A663}}}}}})\times{{V}}/{{{{{\rm{1000}}}}}}\times W$$

3 $${{{{{\rm{Total}}}}}}\,{{{{{\rm{Chl}}}}}}\,({{{{{\rm{mg}}}}}}\;{{{{{\rm{g}}}}}}^{-1})=20.2({{{{{\rm{A645}}}}}})+8.02({{{{{\rm{A663}}}}}})\times{{V}}/{{{{{\rm{1000}}}}}}\times W$$

where

*A* = absorbance at specific wavelengths

*V* = final volume of chlorophyll extract

*W* = fresh weight of tissue extracted

### Statistics and reproducibility

A minimum of three independent biological replicates to ensure reproducibility in all the experiments. Exact biological samples (*n*) and mean with error bars are indicated in individual figure captions and methods. Statistical tests were carried out through one-way analysis of variance (one-way ANOVA) and Tukey’s post hoc test or two-tailed Student’s *t*-tests, using a probability level of *P* < 0.05, which was considered to be statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplemental Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Reporting Summary

## Data Availability

All data generated or analyzed during this study are included in this published article, Supplementary Information, and Supplementary Data 10 and 11. RNA-Seq data can be accessed at NCBI’s Gene Expression Omnibus (GEO) via accession number (GSE184529).

# Supplementary material for: Multi-omics approaches explain the growth-promoting effect of the apocarotenoid growth regulator zaxinone in rice
**Source:** Commun Biol. 2021 Oct 25;4:1222. doi: 10.1038/s42003-021-02740-8
**Supplement:** Supplementary file 1 — Supplemental Information

# **Supplementary Information**

## **Multi-Omics Approaches Explain the Growth-Promoting Effect of the Apocarotenoid Regulator Zaxinone in Rice**

Jian You Wang, Saleh Alseekh, Tingting Xiao, Abdugaffor Ablazov, Leonardo Perez de Souza, Valentina Fiorilli, Marita Anggarani, Pei-Yu Lin, Cristina Votta, Mara Novero, Muhammad Jamil, Luisa Lanfranco, Yue-Ie C. Hsing, Ikram Blilou, Alisdair R. Fernie, and Salim Al-Babili\*

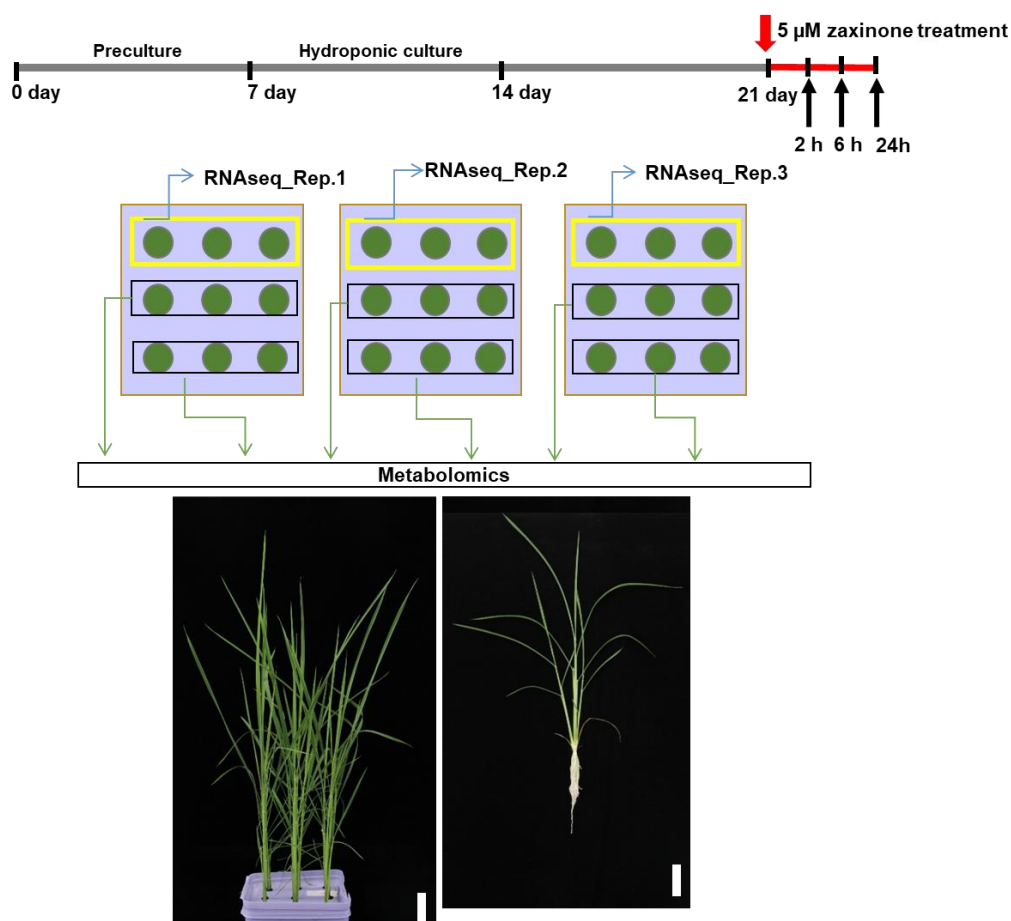

**Supplementary Figure 1 Hydroponic system set-up for omics experiments.**

Rice plants were grown with half-strength modified Hoagland nutrient solution with adjusted pH to 5.8 for two weeks. Plants were treated with 5  $\mu$ M zaxinone or 0.1 % Acetone as control at day 21, and thereafter harvested as shown at 2 h, 6 h, and 24 h respectively for metabolomics and transcriptomic analysis. Represented pictures were shown below; scale bar: 5 cm.

**a**

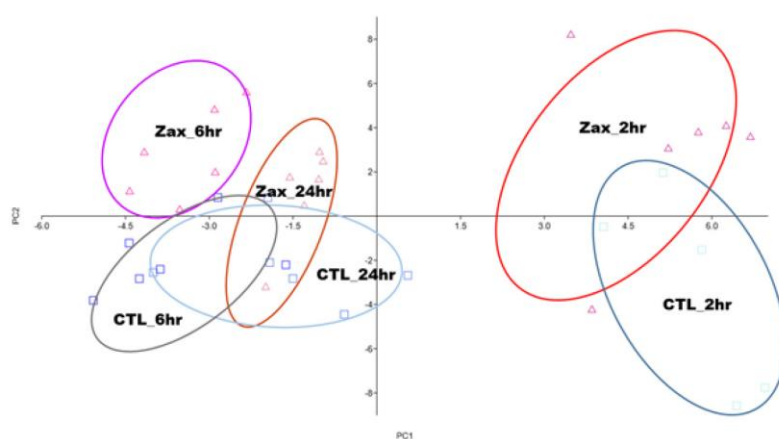

**b**

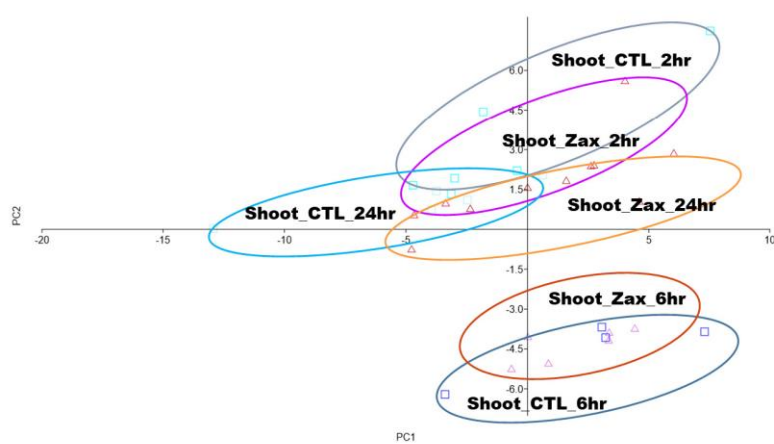

**Supplementary Figure 2 Principal component analysis (PCA) of primary metabolites.**

**a** root and **b** shoot tissues. Data were analyzed using Past3 software.

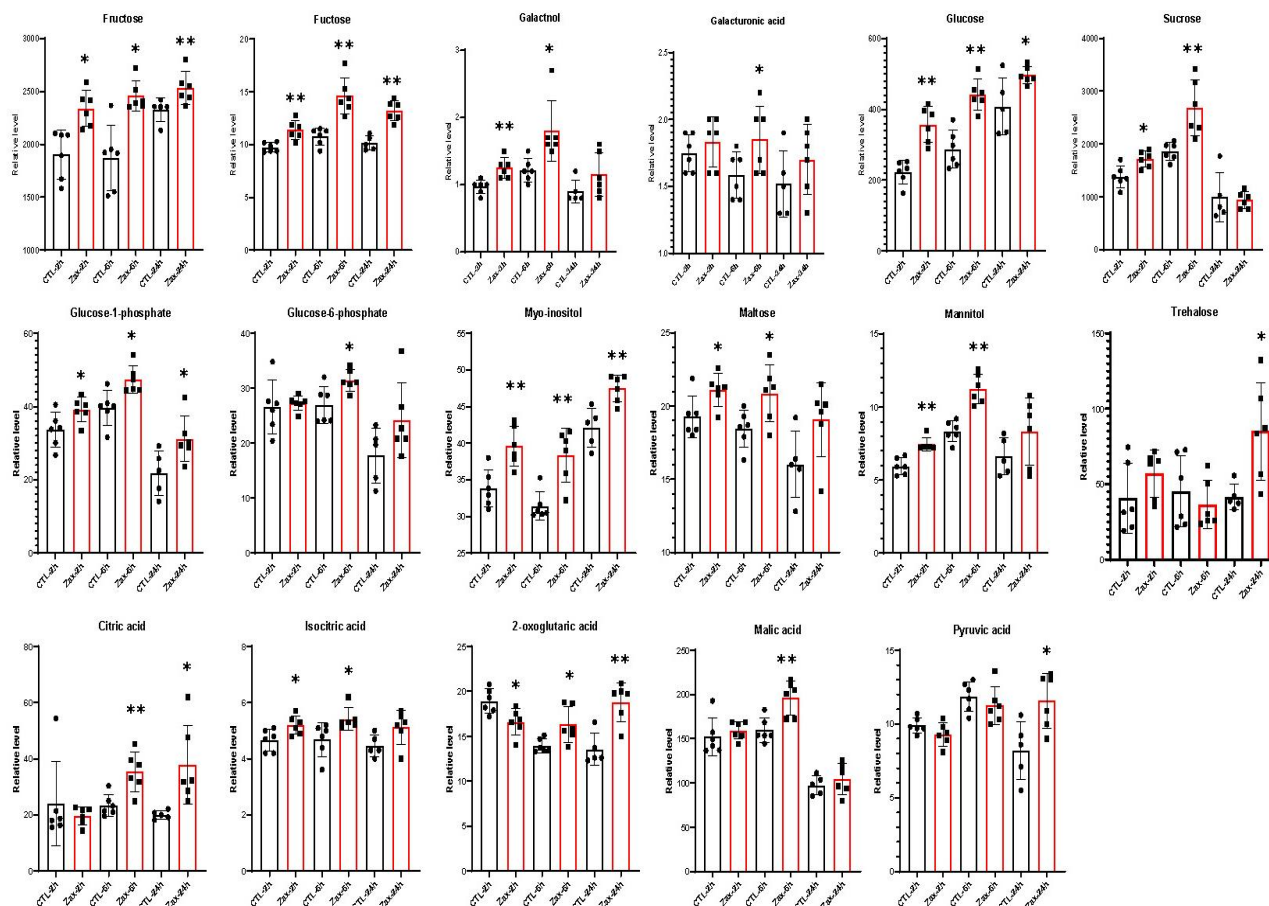

**Supplementary Figure 3 Relative level of sugar-related metabolites in root tissues.**

Primary metabolites extracted from roots for GC-MS, which were annotated and listed in

**Supplementary Data 6**. Bar represents mean  $\pm$  SD,  $n \geq 4$  biological replicates. Asterisks indicate

statistically significant differences as compared to control by  $t$ -test ( $*p < 0.05$ ,  $**p < 0.01$ ).

CTL, control; Zax, zaxinone.

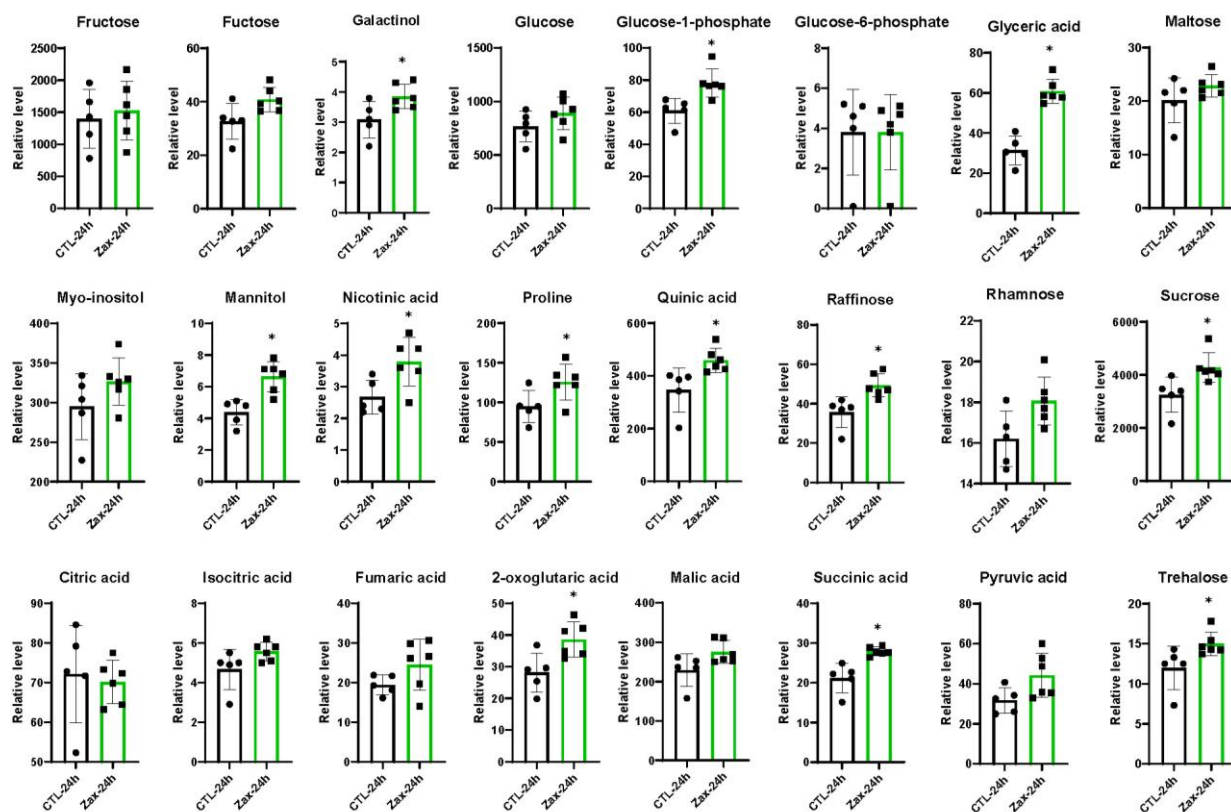

**Supplementary Figure 4 Relative level of sugar-related metabolites in shoot tissues.**

Primary metabolites extracted from roots for GC-MS, which were annotated and listed in [Supplementary Data 6](#). Bar represents mean  $\pm$  SD,  $n \geq 4$  biological replicates. Asterisks indicate statistically significant differences as compared to control by  $t$ -test ( $*p < 0.05$ ). CTL, control; Zax, zaxinone.

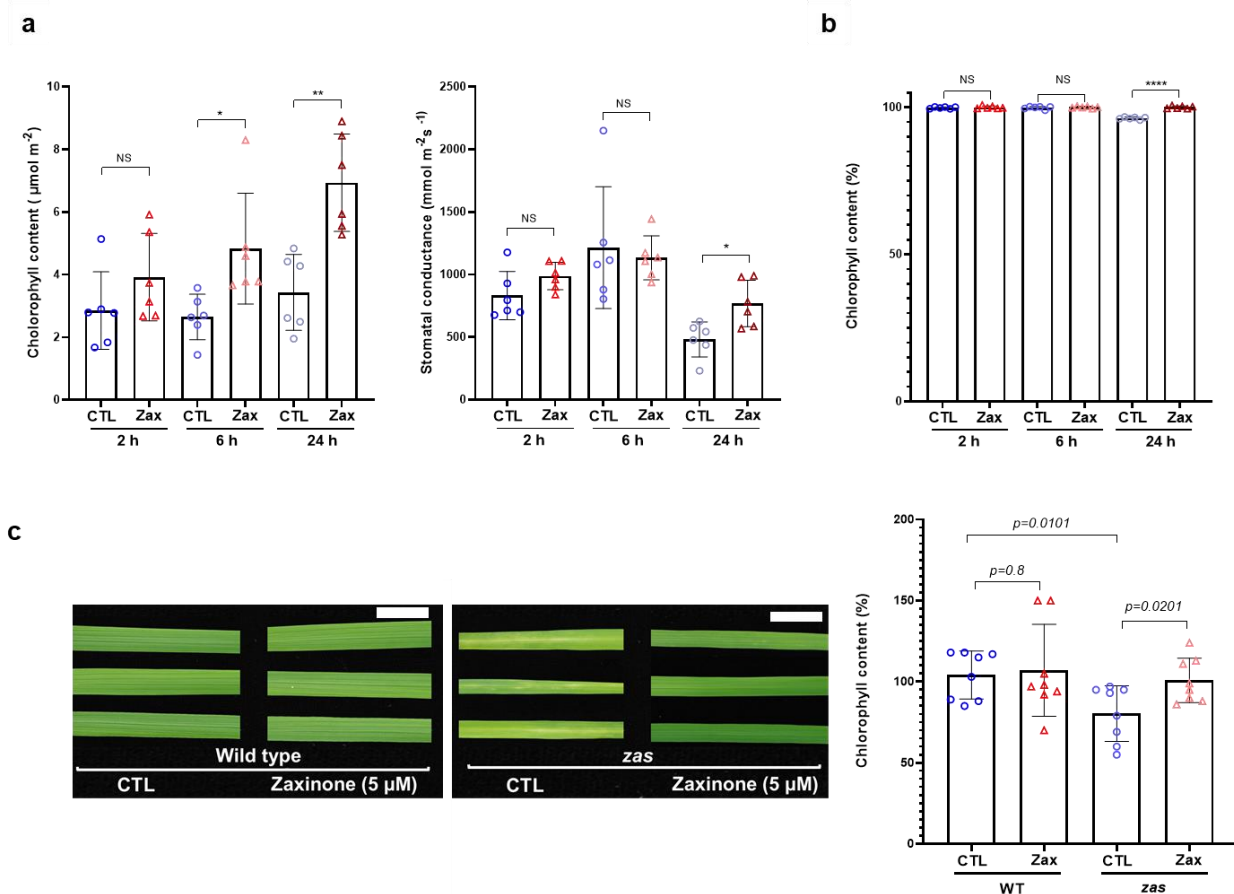

**Supplementary Figure 5 Zaxinone enhanced photosynthetic activity.**

**a** Leaf Chlorophyll content: Measured by CCM-200 plus chlorophyll content meter (Opti-Sciences, Hudson, USA). Leaf stomatal conductance: Measured by AP4 Porometer (Delta-T, Cambridge, UK). **b** Chlorophylls were extracted by 80% acetone, and their levels were determined by UV-photometer.  $n=6$  biological replicates. **c** Chlorophyll level in shoot tissues of WT and *zas* mutant after 2-week 5  $\mu\text{M}$  zaxinone treatment,  $n=8$  biological replicates. Bar represents mean  $\pm$  SD. Scale bar: 1 cm. Asterisks indicate statistically significant differences as compared to control by *t*-test ( $*p < 0.05$ ,  $**p < 0.01$ ,  $***p < 0.001$ ,  $****p < 0.0001$ ). CTL, control; Zax, zaxinone.

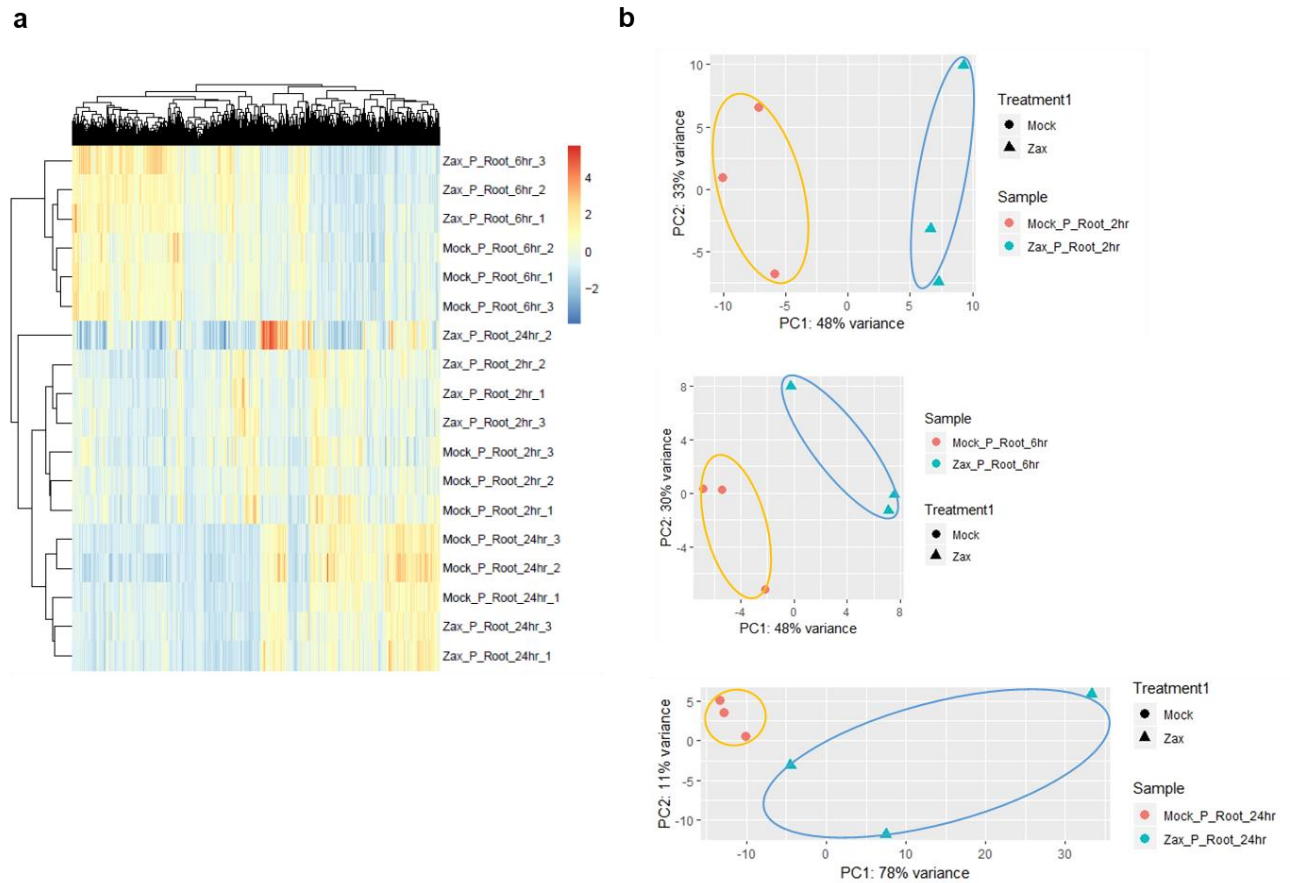

**Supplementary Figure 6 Transcriptomic analysis by using Large-Scale Transcriptome Analysis Pipeline (LSTrAP) of root samples.**

**a** Heatmap visualization of mean-centered normalized log-expression values for correlated highly variable genes (HVGs). Color represented as log-transformed of TPM (Transcripts Per Kilobase Million) expression data. **b** Principal component analysis (PCA) plots of HVGs at 2, 6, and 24 hours, respectively.  $n=3$  biological replicates.

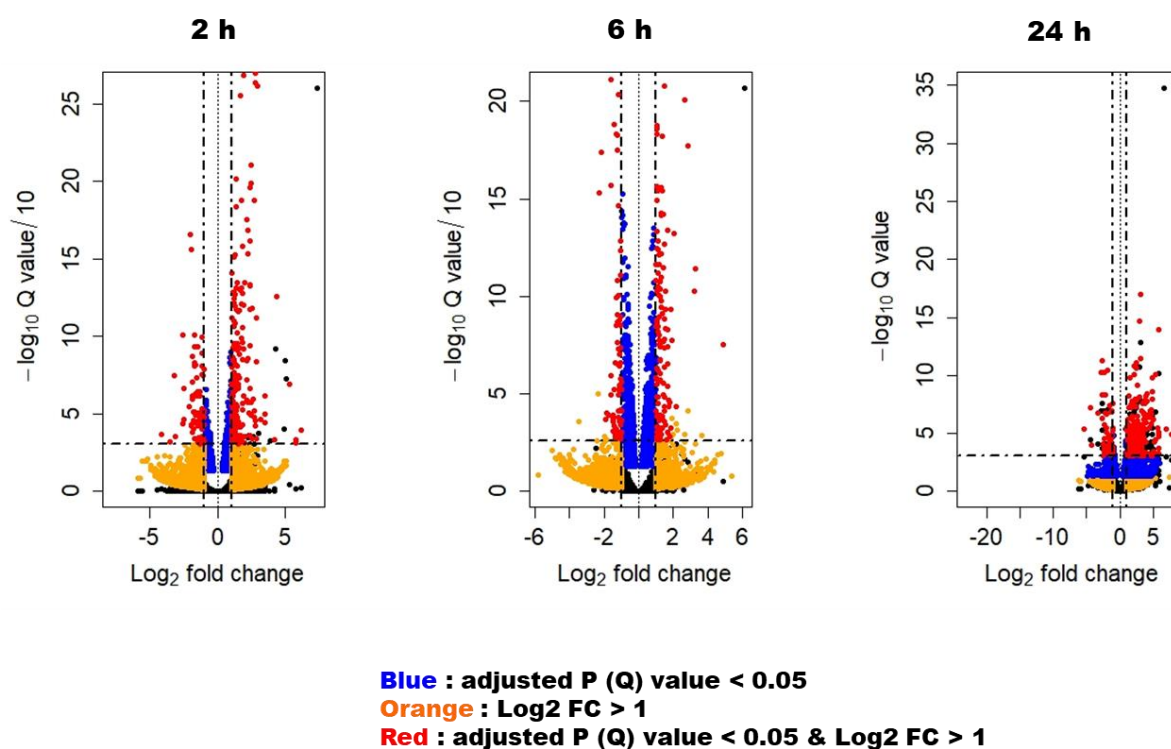

### Supplementary Figure 7 Summary of the RNA-Seq results.

Volcano plot representation of differential expression analysis of genes in the control versus zaxinone-treatment data sets. Blue points mark the genes with significantly expression (adjusted P (Q) value, FDR<0.05), orange points represent  $\log^2$ fold-changes>1, and the red points marks co-existing genes in blue and orange, respectively. Black vertical lines highlight log fold changes of  $-1$  and  $1$ , while Black horizontal line represents a FDR of  $0.05$ .

| MSU_Locus    | 2 h             |                             | 6 h             |                             | 24 h            |                             |
|--------------|-----------------|-----------------------------|-----------------|-----------------------------|-----------------|-----------------------------|
|              | RNAseq (Log2FC) | q-PCR (Log <sub>2</sub> FC) | RNAseq (Log2FC) | q-PCR (Log <sub>2</sub> FC) | RNAseq (Log2FC) | q-PCR (Log <sub>2</sub> FC) |
| Os01g05150.1 | 2.85            | 1.05                        | 1.19            | 2.07                        | 1.90            | 1.82                        |
| Os01g06660.1 | 0.63            | 1.62                        | 0.70            | 2.15                        | 0.97            | 2.22                        |
| Os01g16170.1 | -0.90           | -0.32                       | -0.88           | -0.24                       | -1.20           | -0.24                       |
| Os01g33869.1 | -1.03           | -0.58                       | -0.49           | -0.23                       | -1.32           | -0.60                       |
| Os10g07556.1 | -1.41           | -0.96                       | -0.99           | 0.21                        | -1.32           | -0.21                       |
| Os06g05990.1 | -0.67           | -0.40                       | -0.77           | -0.07                       | -0.63           | -0.46                       |
| Os06g11130.1 | 1.80            | 1.95                        | 0.76            | 1.09                        | 1.65            | 0.99                        |
| Os07g14470.1 | -1.89           | -1.05                       | -1.22           | -0.91                       | -2.71           | -2.11                       |
| Os07g23570.1 | 5.07            | 4.83                        | 4.90            | 3.23                        | 5.87            | 4.77                        |
| Os07g28250.1 | -2.61           | -0.89                       | -0.77           | -0.15                       | -1.74           | -1.00                       |
| Os07g44110.1 | 1.91            | 2.89                        | 1.29            | 2.71                        | 2.06            | 3.40                        |
| Os10g10540.1 | -1.09           | -0.39                       | -1.21           | 0.32                        | -2.37           | -1.48                       |
| Os01g42370.1 | 7.30            | 7.43                        | 6.13            | 4.97                        | 6.52            | 5.08                        |
| Os05g45230.1 | 1.28            | 1.28                        | 1.09            | 1.53                        | 1.94            | 1.48                        |
| Os02g35490.1 | -0.77           | -0.40                       | -0.82           | 0.01                        | -1.18           | -0.38                       |

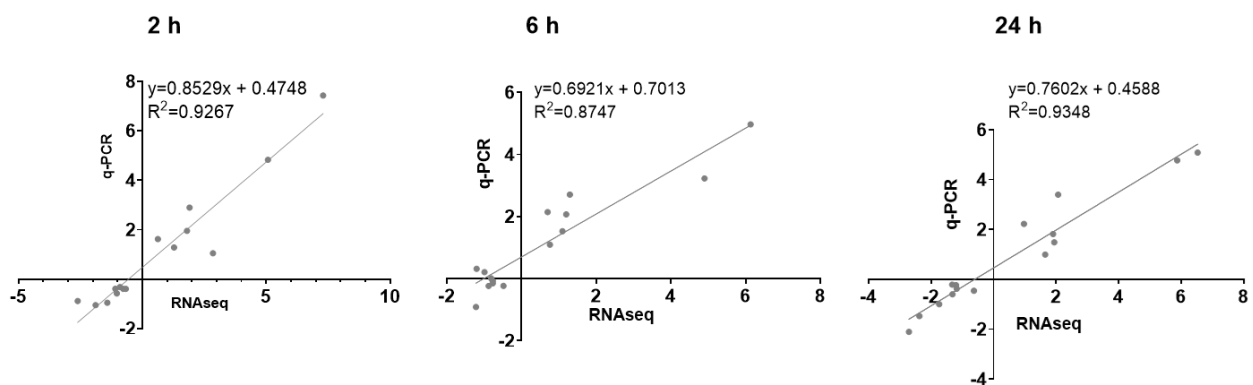

### Supplementary Figure 8 Validation of RNAseq by q-RTPCR.

15 selected genes showing high to low fold change in expression upon zaxinone treatment. The resulting correlation analysis ( $R^2$ ) shown from 0.87-0.93.  $n=3$  biological replicates.

**a**

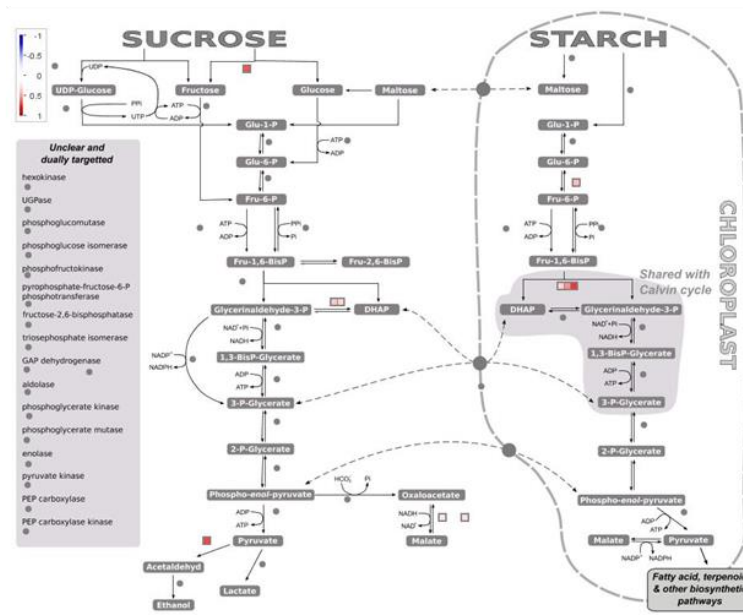

**b**

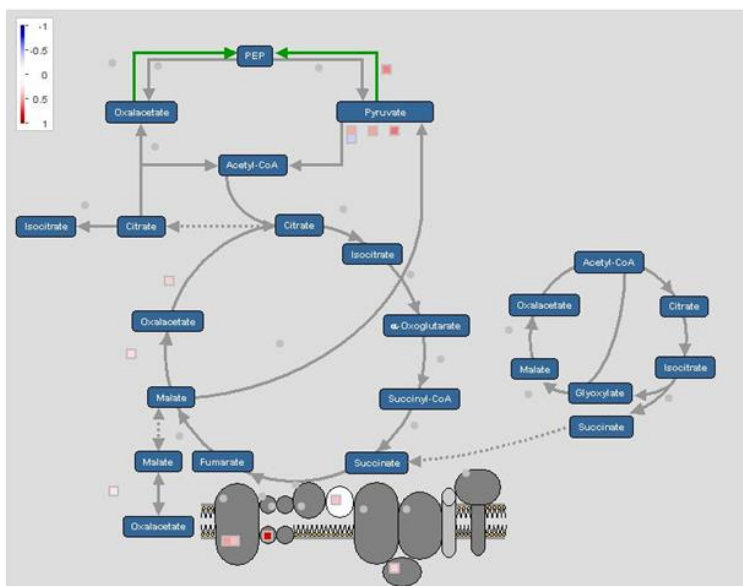

**Supplementary Figure 9 MapMan visualization of differentially expressed genes (DEGs) in zaxinone-treated root tissues at 6 hr.**

**a** Plant glycolysis pathway. **b** TCA cycle with electron transport in mitochondria. Fold changes are indicated by color, squares in red denotes up-regulation and blue down-regulation.

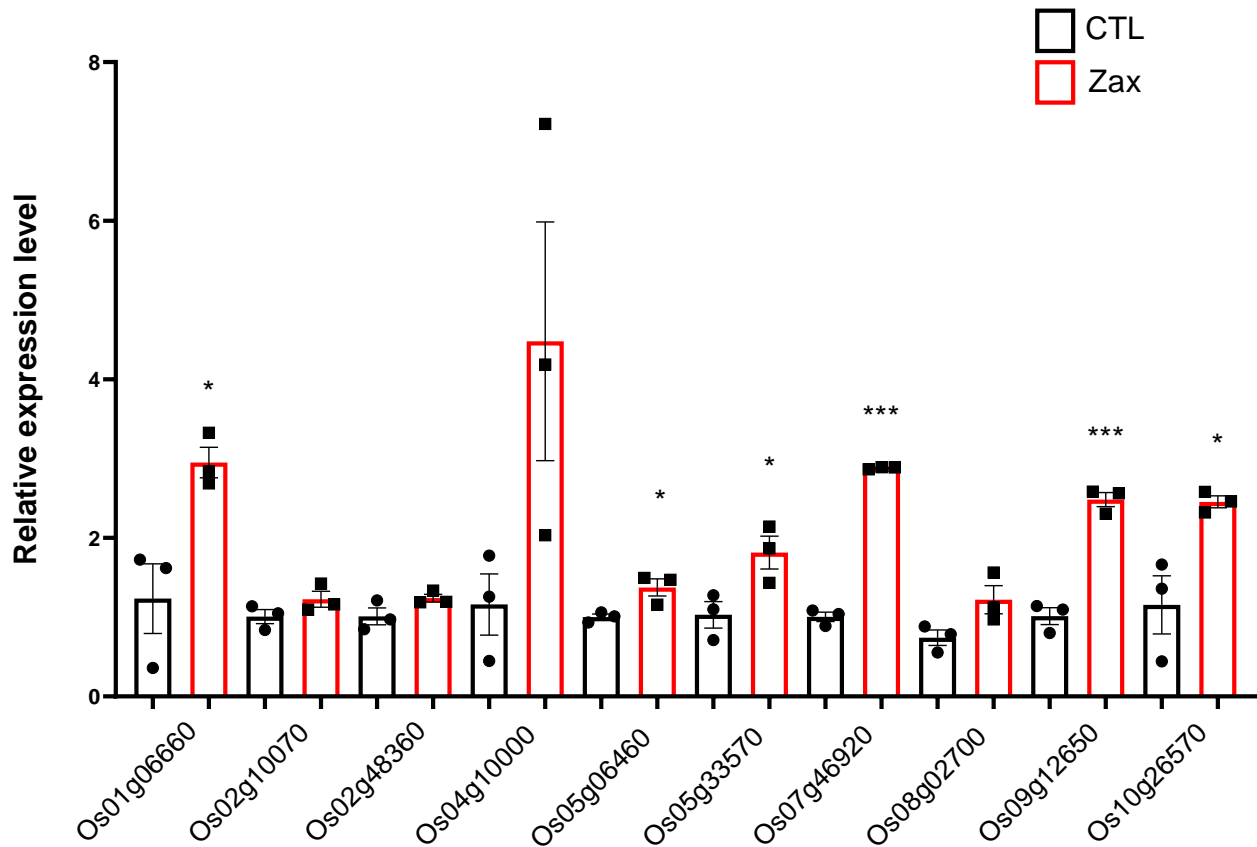

### Supplementary Figure 10 Validation of sugar metabolism genes by q-RT-PCR in WT plant

**roots.** Ten genes identified from the OyzaCyc 6.0 database, which are involved in glycolysis in the root tissue ([Supplementary Data 3](#)), and validated using q-RT-PCR. Bar presented mean  $\pm$  SEM,  $n=3$  biological replicates. Asterisks indicate statistically significant differences as compared to control by  $t$ -test (\* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ ). CTL, control; Zax, zaxinone.

**a**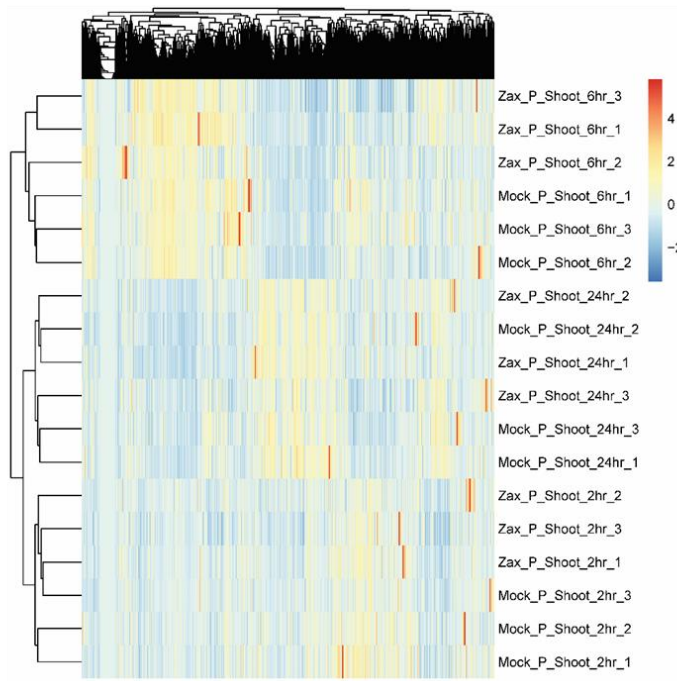**b**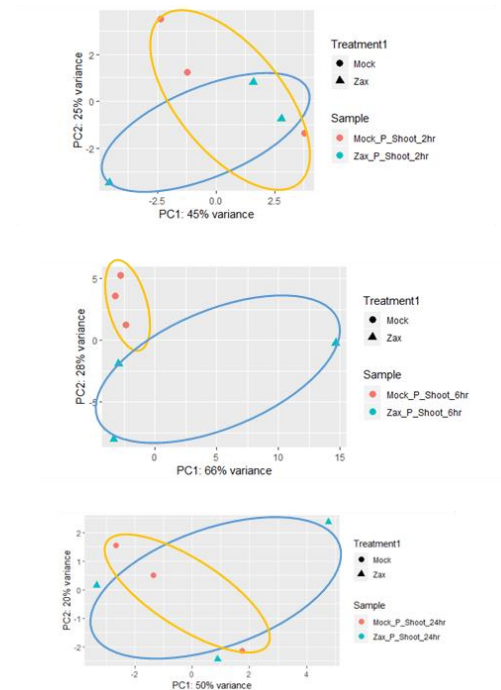

**Supplementary Figure 11 Transcriptomic analysis by using Large-Scale Transcriptome Analysis Pipeline (LSTrAP) of shoot samples.**

**a** Heatmap visualization of mean-centered normalized log-expression values for correlated highly variable genes (HVGs). Color represented as log-transformed of TPM (Transcripts Per Kilobase Million) expression data. **b** Principal component analysis (PCA) plots of HVGs at 2, 6, and 24 hours, respectively.  $n=3$  biological replicates.

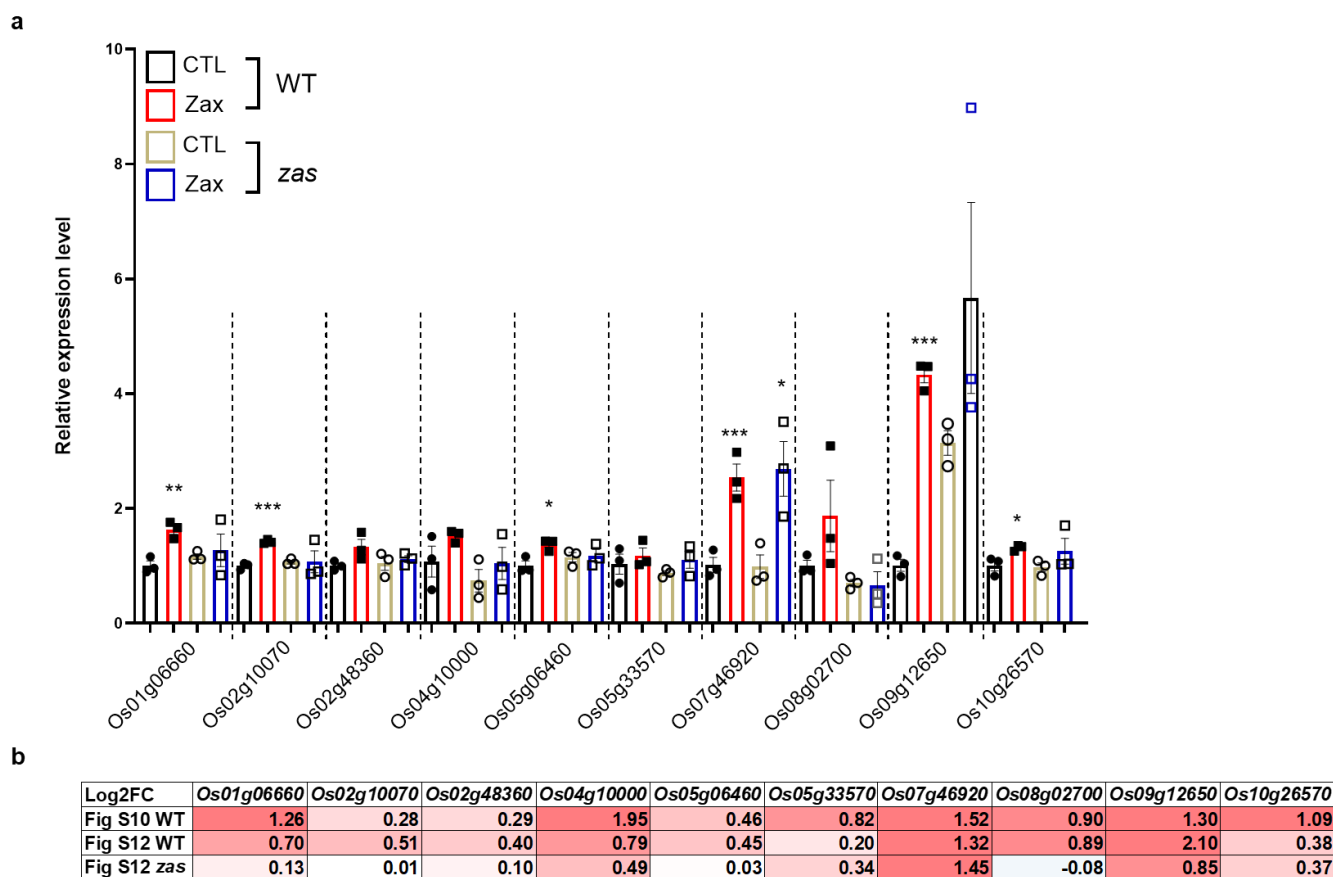

**Supplementary Figures. 12 Transcript analysis of root tissues upon 6 h zaxinone treatment in WT and *zas* mutant.**

**a.** Ten genes identified from the OyzaCyc 6.0 database, which are involved in glycolysis in the root tissue ([Supplementary Data 3](#)). Bar present mean  $\pm$  SEM,  $n=3$  biological replicates. Asterisks indicate statistically significant differences as compared to control by  $t$ -test ( $*p < 0.05$ ,  $**p < 0.01$ ,  $***p < 0.001$ ). CTL, control; Zax, zaxinone. **b.** Heatmap analysis revealed the up-regulating correlation of WT and *zas* mutant after zaxinone treatment.

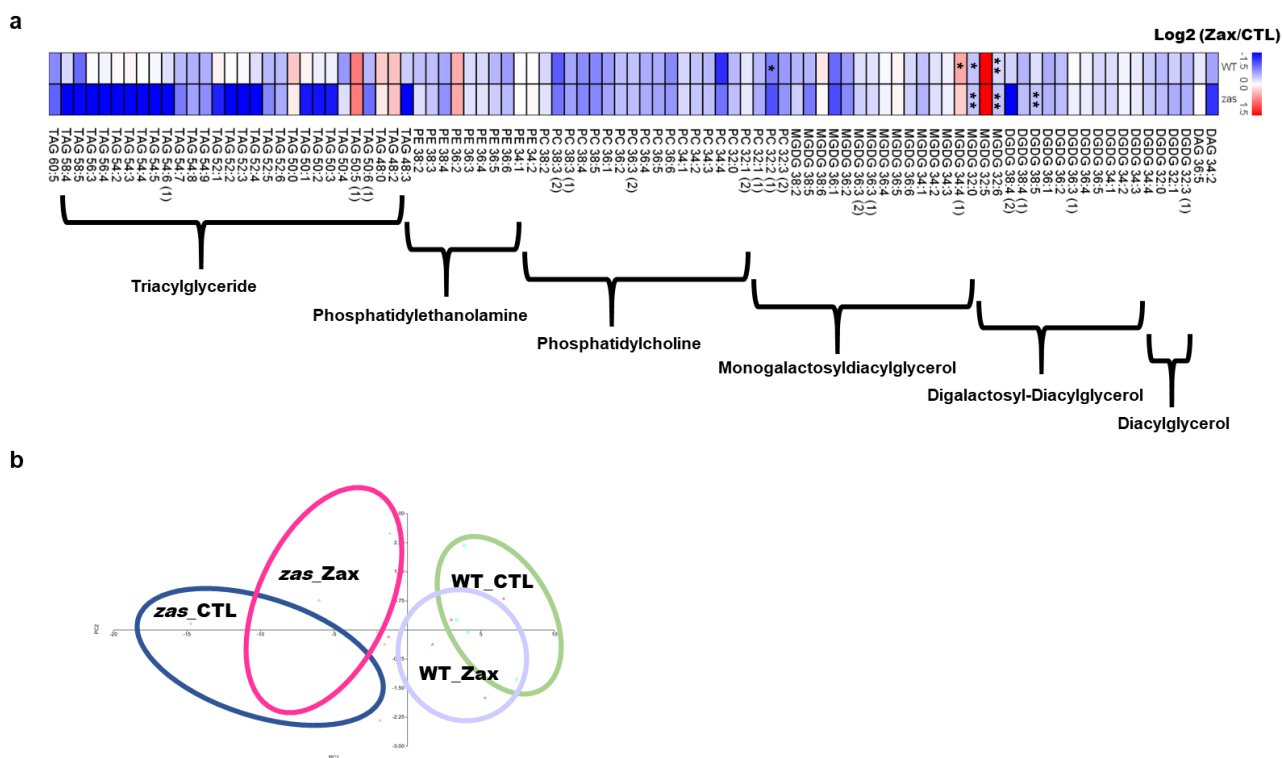

**Supplementary Figure 13 The lipids profile in WT and *zas* root tissues upon 5  $\mu$ M zaxinone treatment.**

**a** Heat map of root tissues showing relative accumulation of each metabolite as compared to those in control plants. For each metabolite, the value of the corresponding wild type was set to 1,  $n \geq 4$  biological replicates. Asterisks indicate statistically significant differences as compared to control by *t*-test (\* $P < 0.05$ , \*\* $P < 0.01$ ). Color represented as  $\text{Log}_2 (\text{FoldChange})$ . **b** Principal component analysis (PCA) of root metabolites was performed using Past3 software. CTL, control; Zax, zaxinone.

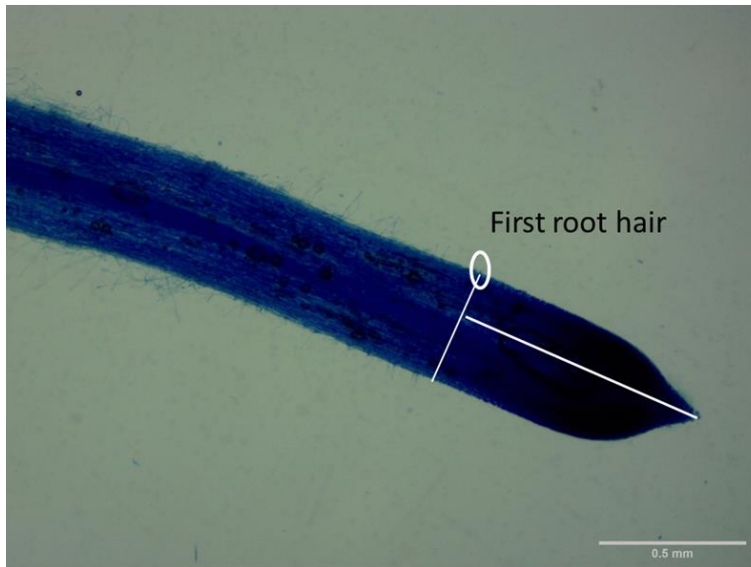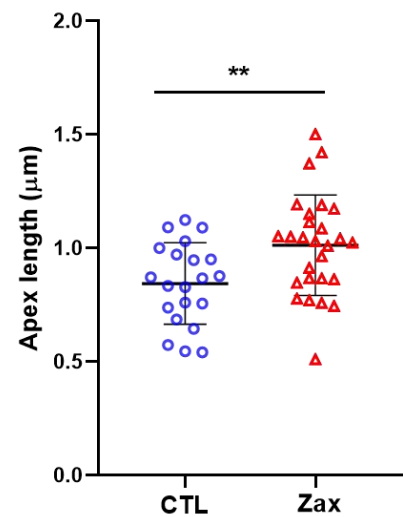

**Supplementary Figure 14 Root apex analysis of WT rice plants.**

Root apex length stained with 0.1% Cotton Blue, and the analysis was performed for the segment between the root tip and the first root hair (cell division zone + cell elongation zone). Bar presented as mean  $\pm$  SD,  $n \geq 20$  biological replicates. Asterisks indicate statistically significant differences as compared to control by *t*-test (\*\* $p < 0.01$ ). CTL, control; Zax, zaxinone. Scale bar: 500  $\mu\text{m}$ .

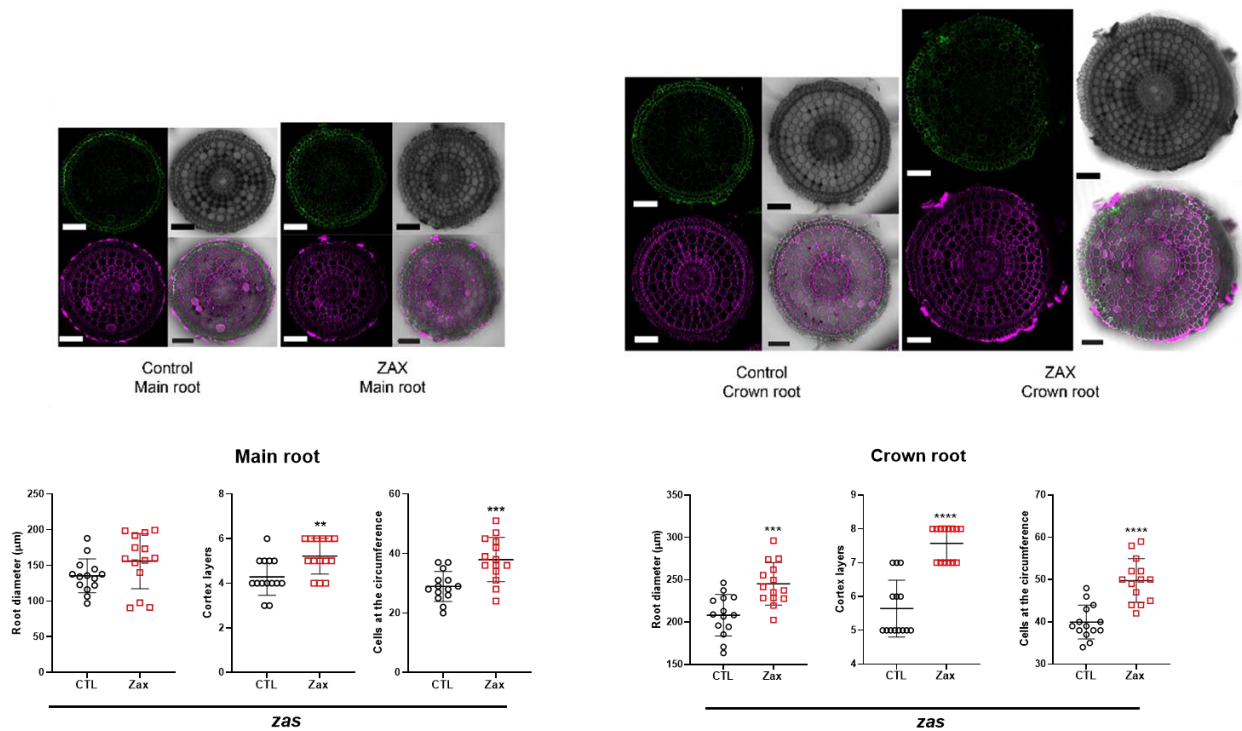

**Supplementary Figure 15 Root cross section of *zas* mutant.**

Cross-section of the mock and zaxinone treated roots stained with SCRI Renaissance 2200.

Magenta indicates the cell wall staining; green shows the auto-fluorescence marking lignin and suberin deposition. Example of cell layer and circumference cell number count are indicated in the cross section **4d**. Bar presented as mean  $\pm$  SD,  $n=14$  biological replicates. Asterisks indicate statistically significant differences as compared to control by  $t$ -test (\*\* $p < 0.001$ ; \*\*\*\* $p < 0.0001$ ).

CTL, control; Zax, zaxinone. Scale bar: 50  $\mu$ m.

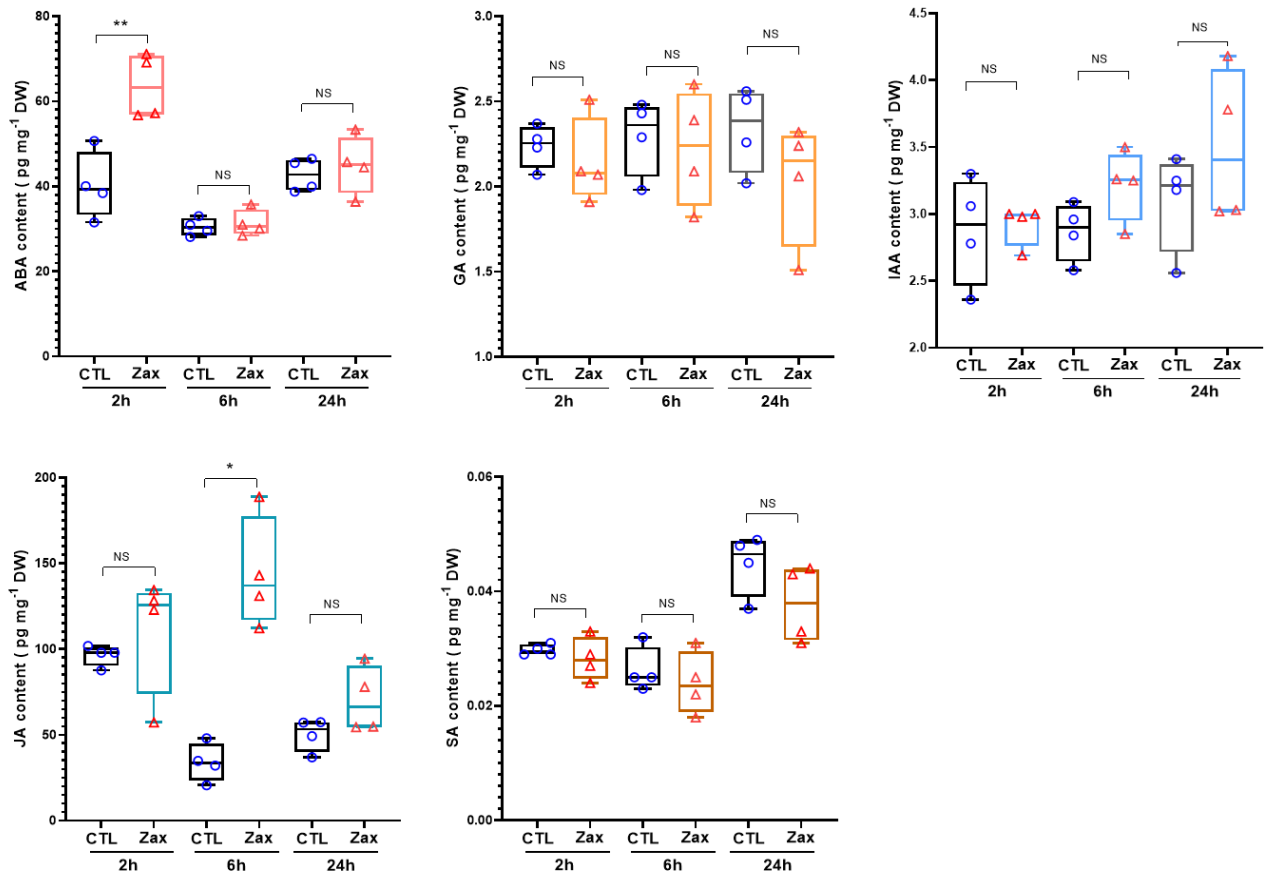

**Supplementary Figure 16 Quantification of plant hormones (ABA, GA, IAA, JA, and SA) in WT root tissues upon zaxinone treatment.**

Box plot presented as Min to Max,  $n=4$  biological replicates. Asterisks indicate statistically significant differences as compared to control by  $t$ -test (\* $p < 0.05$ , \*\* $p < 0.01$ ). CTL, control; Zax, zaxinone.

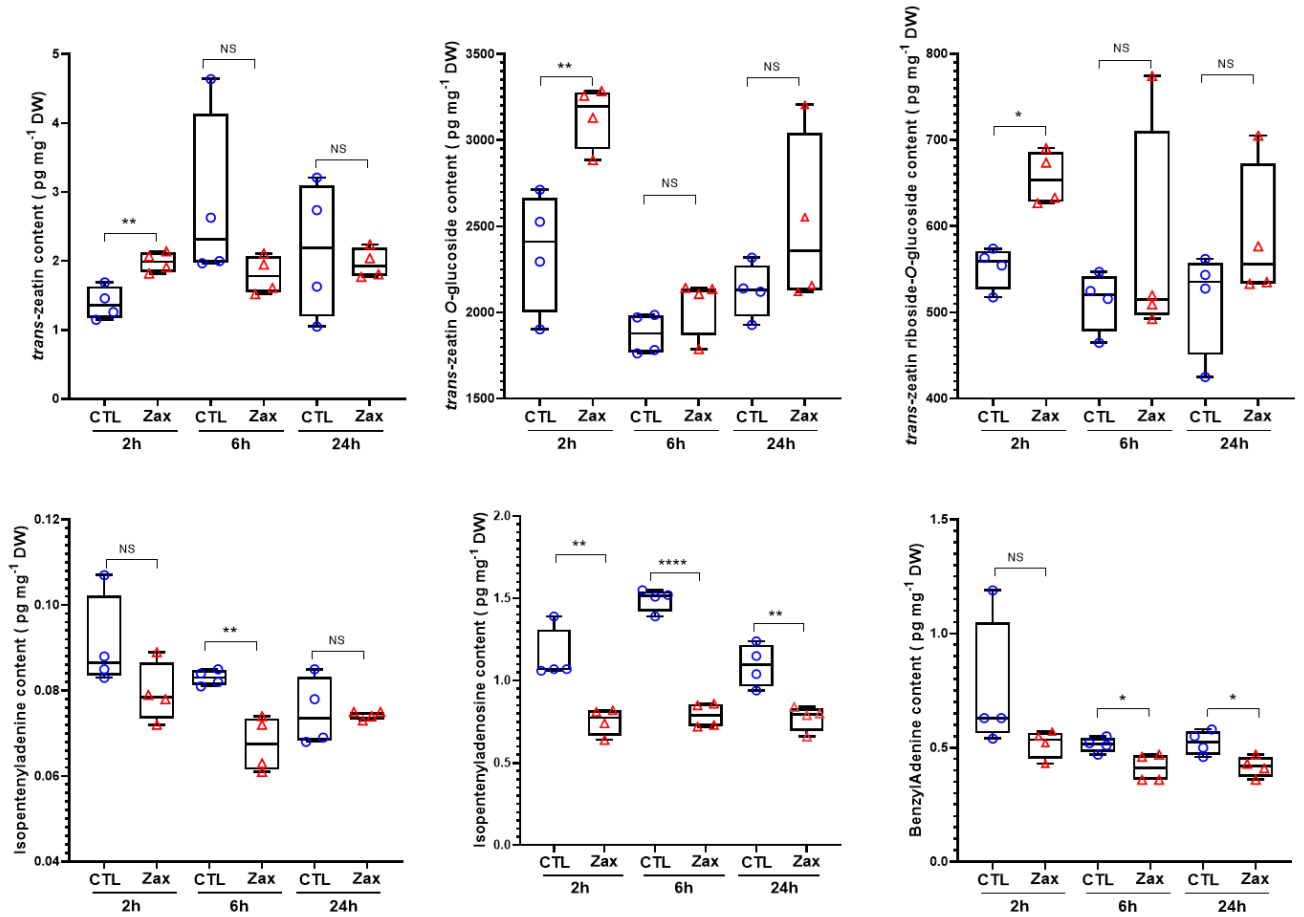

**Supplementary Figure 17 Cytokinins (CKs) profiles in rice root tissues.**

Quantification of cytokinins in a time course treatment of zaxinone in WT plants. Box plot presented as Min to Max,  $n=4$  biological replicates. Asterisks indicate statistically significant differences as compared to control by t-test (\* $p < 0.05$ , \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ ; \*\*\*\* $p < 0.0001$ ). CTL, control; Zax, zaxinone.

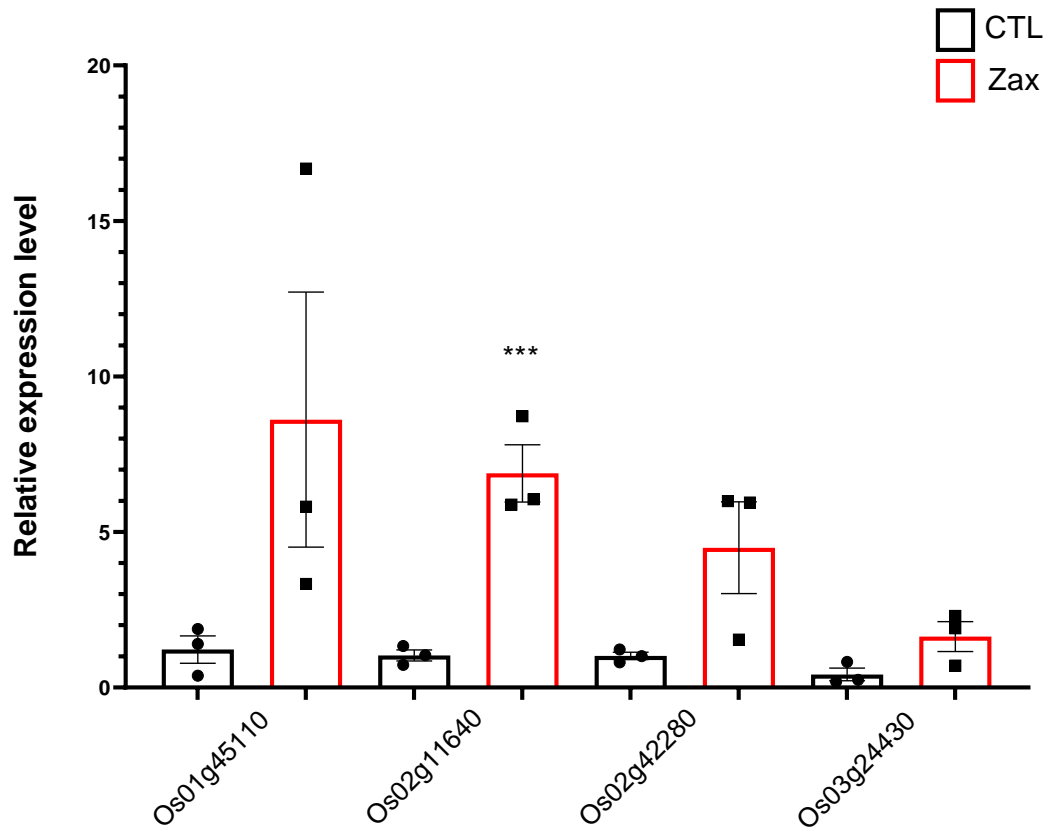

**Supplementary Figure 18 Validation of cytokinin-glucosyltransferase genes by q-RTPCR in WT plant roots.**

Four genes identified from the KEGG pathway, which are likely involved in cytokinin glycosylation in roots ([Supplementary Data 5](#)), and validated these using q-RT-PCR analysis of the same samples used for the RNAseq. Bar presented as mean  $\pm$  SEM,  $n=3$  biological replicates.

Asterisks indicate statistically significant differences as compared to control by  $t$ -test ( $*p < 0.05$ ,  $**p < 0.01$ ,  $***p < 0.001$ ). CTL, control; Zax, zaxinone.

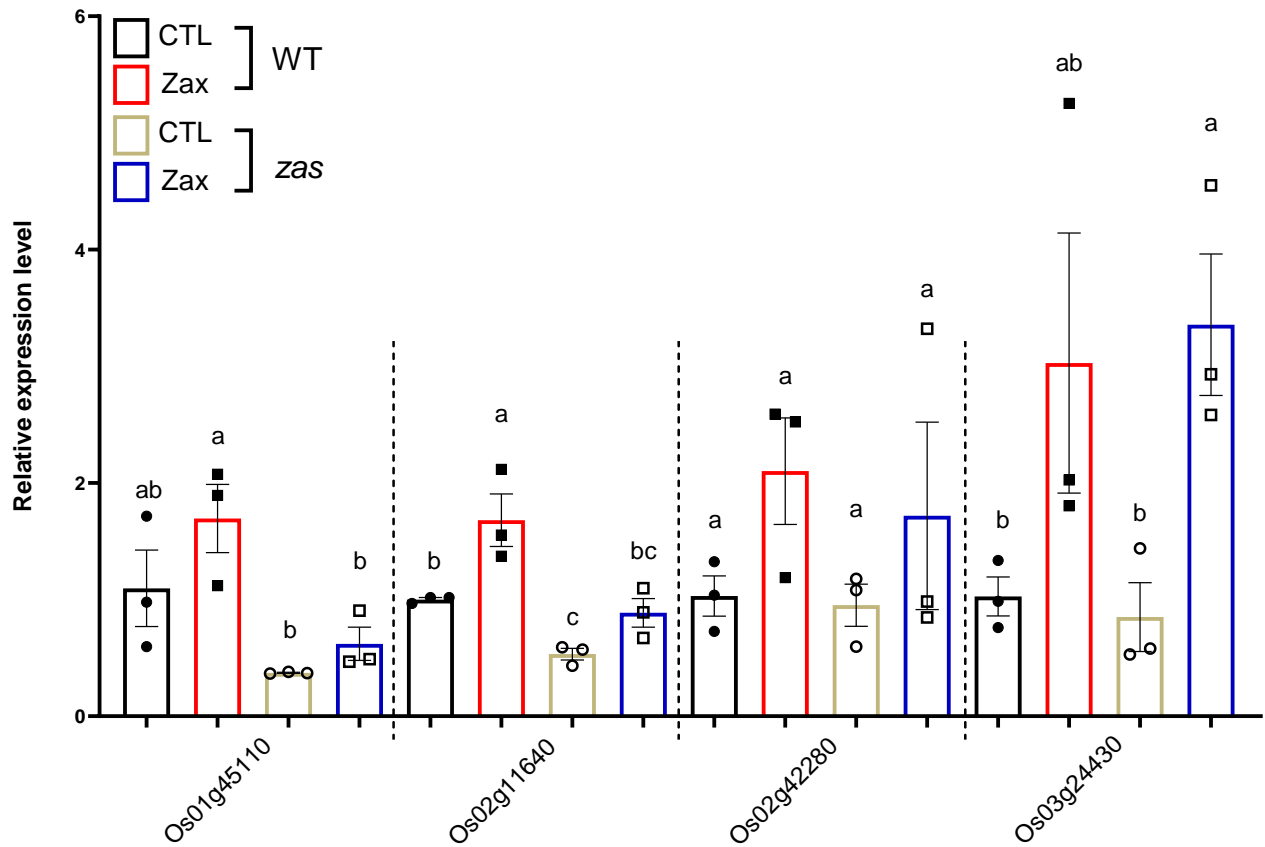

**Supplementary Figure 19 Transcript analysis of root tissues upon 6 h zaxinone treatment in the roots of WT and *zas* mutant.**

Four genes identified from the KEGG pathway, which are likely involved in cytokinin glycosylation roots ([Supplementary Data 5](#)). Bar presented as mean ± SEM,  $n=3$  biological replicates. Statistical analysis was performed by one-way analysis of variance (ANOVA) and Tukey's post hoc test. Different letters denote significant differences ( $p < 0.05$ ). CTL, control; Zax, zaxinone.

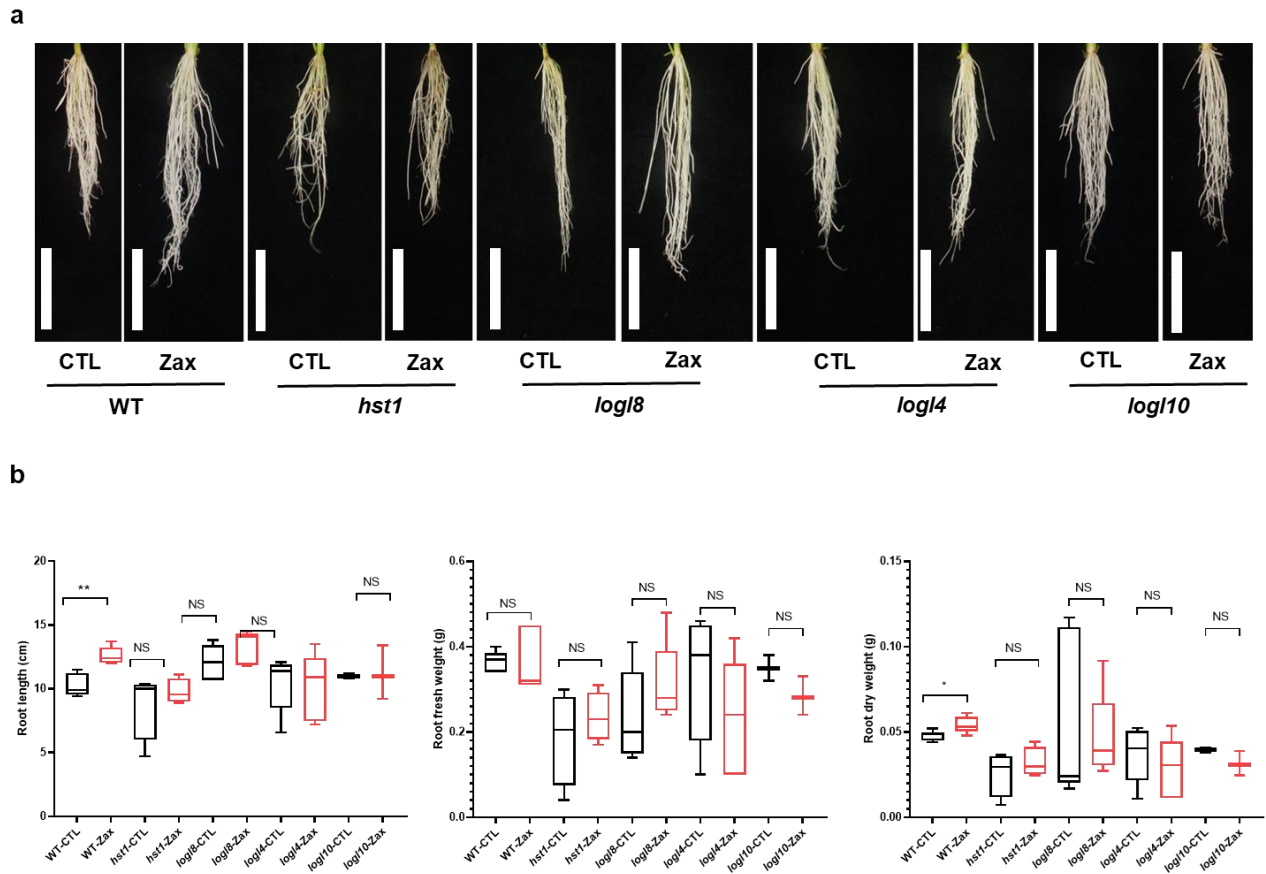

## Supplementary Figure 20 Characterization of the effect of zaxinone on cytokinin biosynthesis and regulatory mutants

Effect of zaxinone (2.5  $\mu$ M) on root phenotype of seedlings of TN67 wild-type and cytokinin biosynthetic/regulatory mutants. The seedlings were grown hydroponically. Asterisks indicate statistically significant differences as compared to control by t-test (\* $p < 0.05$ , \*\* $p < 0.01$ ; NS, non-significant). Box plot presented Min to Max;  $n=5$  biological replicates in WT, *log14*, and *log18*.  $n=4$  biological replicates in *hst1*.  $n \geq 2$  biological replicates in *log10*. CTL, control; Zax, zaxinone. *hst1*, HITOMEBORE SALT TOLERANT 1 (also known as B-type response regulator designated OsRR22); *log1*, LONELY GUY-like. Scale bar: 5 cm.

# Supplementary material for: Multi-omics approaches explain the growth-promoting effect of the apocarotenoid growth regulator zaxinone in rice
**Source:** Commun Biol. 2021 Oct 25;4:1222. doi: 10.1038/s42003-021-02740-8
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:** Differentially expressed genes (DEGs) analysis of root tissues in response to zaxinone.

**File name:** Supplementary Data 2

**Description:** Gene Ontology (GO) enrichment analysis of all the differentially expressed genes (DEGs). Gene sets were selected at  $FDR < 0.05$  and analyzed by Panther-Gene list analysis (<http://pantherdb.org/>). GO categories for each function were sorted by decreasing order of evidence, based on the GO enrichment test P-value.

**File name:** Supplementary Data 3

**Description:** Selected differentially expressed gene sets related to sugar metabolism at 6 hr. Metabolic genes and pathways were based on the KEGG analysis and the OyzaCyc 6.0 database available on the Plant Metabolic Network (PMN; <https://pmn.plantcyc.org/organism-summary?object=ORYZA>).

**File name:** Supplementary Data 4

**Description:** Differentially expressed genes (DEGs) analysis of shoot tissues in response to zaxinone.

**File name:** Supplementary Data 5

**Description:** Selected differentially expressed gene sets related to cytokinin-glucosyltransferase at 24 hr. Metabolic genes and pathways were based on the KEGG analysis and the OyzaCyc 6.0 database available on the Plant Metabolic Network (PMN; <https://pmn.plantcyc.org/organism-summary?object=ORYZA>).

**File name:** Supplementary Data 6

**Description:** Relative amounts of primary metabolites annotated by GC-MS analysis in WT rice root and shoot tissues.

**File name:** Supplementary Data 7

**Description:** Relative amounts of primary metabolites annotated by GC-MS analysis in WT, *zas*, and *d17* root tissues.

**File name:** Supplementary Data 8

**Description:** Primer sequences used in this study.

**File name:** Supplementary Data 9

**Description:** RNAseq sample list.

**File name:** Supplementary Data 10

**Description:** Source data of main figures.

**File name:** Supplementary Data 11

**Description:** Source data of supplementary figures.

# Supplementary material for: Multi-omics approaches explain the growth-promoting effect of the apocarotenoid growth regulator zaxinone in rice
**Source:** Commun Biol. 2021 Oct 25;4:1222. doi: 10.1038/s42003-021-02740-8
**Supplement:** Supplementary file 14 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

N/A

Data analysis

Software R, Graphpad Prism (version 9.1.1)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data generated or analyzed during this study are included in this article and its supplementary information files.

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Depending on the experiment, a minimum of 3 independent biological replicates was used to perform statistical analyses.                                 |
| Data exclusions | Outliers were calculated by Graphpad Prism (version 9.1.1) and excluded only when appearing problematic and non-reproducible before statistic analysis. |
| Replication     | All data were reproducible. At least three biological replicates were used in each experiment.                                                          |
| Randomization   | Plants were randomized in growth chamber or greenhouse, and sample order was randomized when applying the compound.                                     |
| Blinding        | Blinding is not necessary because results are not subjective and samples were analyzed immediately following treatments.                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

| n/a                                 | Involved in the study                                  |
|-------------------------------------|--------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

How the deposited data were processed for this re-analysis (not part of the article)

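RNA was sequenced from roots and shoots of 3-week-old rice plants at 2, 6 and 24 h after the application of 5 µM zaxinone or of the mock solution with 0.1% acetone, with 3 libraries in each of 12 conditions. The authors trimmed the paired-end reads with Trimmomatic, aligned them with HISAT2 and counted them with HTSeq within the LSTrAP workflow. For each tissue and time, the deposited counts are raw read counts per transcript, without normalization, and the checked values are whole numbers. The authors also deposited log2 fold changes of zaxinone over mock from DESeq2, and p-values with and without Benjamini-Hochberg adjustment from the same comparison. In roots at 2 h, the deposited log2 fold changes differ from those of a DESeq2 fit of the deposited counts by at most 2.15e-06. Each comparison was deposited as a pair of tables with the same values, of which one was used. The tables list transcripts with at least 2 counts, 29509, 29801 and 29628 of them in roots at 2, 6 and 24 h and 29724, 29538 and 29415 in shoots. A table that pairs the transcripts with gene names or products was not used here.

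Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. For each tissue and time, the 6 libraries were normalized by TMM and filtered with filterByExpr, and zaxinone was compared with mock by edgeR's quasi-likelihood test (glmQLFit and glmQLFTest), with an adjusted p under 0.05 as the threshold. CPM values, read counts scaled to the size of the library, were computed from the deposited counts with the TMM factors. The effect of zaxinone was compared between tissues within each time, and between times within the 18 root libraries, by tests of the interaction in one edgeR fit. Lists of loci from Supplementary Data 3 and Supplementary Data 5 were tested with limma's camera at a preset correlation of 0.01, adjusted over the 6 list tests in roots, and on the contrasts between times. Correlations with qRT-PCR were computed across 15 genes at each of 3 times, with 100000 resamples. PCA was run on log2 CPM of the 500 most variable transcripts. The replicate numbers were not taken to pair the samples: over 18 pairs of a mock and a zaxinone library with the same number, the correlation of their deviations from the mean of their condition ranged from -0.203 to 0.237 with a median of 0.0599, and 5 exceeded 0.1.

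The genes given by name were chosen by a rule: every locus the paper names for these data; for each root time, the 3 transcripts with the largest log2 fold change in each direction among the DEGs with a mean of at least 1 CPM and no overlap between the groups; and for each shoot time, the 3 with the smallest p-value in each direction among the DEGs. Of the transcripts that the rule adds, only 4 are printed by their identifier. Lists by product words, and genes known only by name, such as those of strigolactone biosynthesis, were part of the rule and were not analysed here, because the identifiers in the files are not paired with names. The enrichment of pathways, metabolites, hormones, mutants and microscopy were not analysed here. Expression values of Supplementary Fig. 18 were not used here.

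The alternatives tried were DESeq2 in place of edgeR, DESeq2's size factors in edgeR, no filter on low counts, at least 10 counts in every sample, the replicate number as a block, all 18 libraries of a tissue in one fit, voomWithQualityWeights for roots at 24 h and shoots at 6 h, fry and an estimated correlation for the lists, all filtered transcripts for the PCA, the correlation without the 2 genes farthest from the median, and each library left out in turn. Each result across many transcripts was also recomputed for other splits of the same libraries: all 10 splits for 3 against 3, 100 for the transcripts shared by the 3 times, 40 for each interaction between tissues and 60 for each interaction between times.

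The pipeline was tested on simulated data in which 200 transcripts were changed by a log2 fold change of 1 or 2 in either direction. With a spread that followed the trend with the mean count, edgeR recovered 63%, 89.5% and 43.5% of them in roots at 2, 6 and 24 h and 89%, 86.5% and 91.5% in shoots, and between 2.25% and 5.26% of its calls were false. With each transcript's own spread, it recovered 56.5%, 84.5% and 24% in roots and 86.5%, 81% and 90% in shoots, and between 2.04% and 11.3% of its calls were false. For DESeq2, between 2.87% and 14.2% of calls were false with the trend and between 10.1% and 35.3% with each transcript's own spread. The trend was added after a first simulation, with each transcript's own spread and another random draw, in which the false share of edgeR's calls exceeded the threshold in every comparison and reached a higher value than in the draw given here. In the interaction tests, edgeR recovered 86% and 76.5% of the changed transcripts between tissues at 6 h under the trend and own spreads, and 48% and 42.5% between 6 h and 2 h. Of its calls, 3.37% and 3.77% were false between tissues, and 8.57% and 5.56%, above the threshold, between 6 h and 2 h. Of 200 lists of 20 unchanged transcripts, camera gave p under 0.05 for at most 4% and fry for at most 11%. The simulated transcripts were drawn independently of one another. These shares therefore do not tell how often camera or fry errs for lists of transcripts that vary together.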

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

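The DESeq2 fits and the fits without single libraries for the contrasts between times, the fry tests of the lists on these contrasts, and the sorting of the splits by the grouping they keep, were chosen only after the results were seen.

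The effect of zaxinone differed between roots and shoots, by a test of the difference itself, for 53 transcripts at 2 h, 14 at 6 h and 4 at 24 h, and 1615, 3478 and 1723 transcripts had an unadjusted p under 0.05. Splits of the same libraries gave as many calls in 5 of 40 cases at 2 h, 8 of 40 at 6 h and 5 of 40 at 24 h, the real split included, with up to 85, 374 and 5 calls in another split. Of the other splits, 4 kept the real grouping of the root libraries and regrouped only the shoots, and 4, 2 and 4 of these gave as many calls at 2, 6 and 24 h. Of the 35 that regrouped the roots, 0, 5 and 0 did, with up to 18, 374 and 0 calls. Single libraries moved them. At 2 h the number was 121 without replicate 2 of the mock-treated roots and between 25 and 34 without any shoot library other than replicate 3 of the mock treatment. At 6 h it was 259, 2 and 25 without replicate 1, 2 and 3 of the zaxinone-treated roots, 22 and 7 without replicate 2 and 3 of the mock-treated roots, 118 without replicate 2 of the zaxinone-treated shoots, 6 without replicate 1 of the mock-treated shoots, and 2 without replicate 2 or 3 of the mock-treated or replicate 1 of the zaxinone-treated shoots. At 24 h it was 7, 79 and 96 without replicate 1, 2 and 3 of the zaxinone-treated roots, and between 1 and 3 without any other library. The libraries with the smallest totals, replicate 2 of the zaxinone treatment in roots at 24 h and in shoots at 6 h, are among those that moved the numbers. Os01g42370 was called at each time, with a log2 fold change larger in roots by 7.84 (standard error 0.43), 6.04 (0.46) and 6.99 (0.54). Reads shared between paralogs were not tested. A biological difference between the tissues stays open.

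Between times in roots, the effect of zaxinone differed for 1 transcript between 6 h and 2 h, 2 between 24 h and 6 h and 4 between 24 h and 2 h, and 1134, 2335 and 2412 transcripts had an unadjusted p under 0.05. As many calls arose in 3 of 60, 2 of 60 and 5 of 60 splits, the real one included, with up to 118, 2 and 455 calls in another split. Of the other splits, those that kept the real grouping at neither time of the contrast gave as many calls in 0 of 50, 0 of 49 and 1 of 52 cases, and those that kept it at a time or both in 2 of 9, 1 of 10 and 3 of 7. For 24 h against 6 h, a number this large was rarer than 1 in 20 splits, but it rested on single libraries: it was 0 without any library of 6 h, any mock library of 24 h, replicate 1 of the mock treatment or replicate 1 or 3 of the zaxinone treatment at 2 h, and 102 without replicate 3 of the zaxinone treatment at 24 h. Without that library the number for 24 h against 2 h was 146, and without replicate 2 of the zaxinone treatment at 24 h it was 51, and 26 for 6 h against 2 h. The transcript called between 6 h and 2 h, loc_os01g42380.1, had a smaller effect at 6 h by -3.64 (standard error 0.38). Among those called between 24 h and 2 h, loc_os06g03930.1 had a difference of -3.04 (standard error 0.39). Both were singled out here after their values were seen, and the other transcripts called are given only as numbers. The times differ in depth and in the spread between replicates as well as in the duration of the treatment, and a biological change over time stays open.

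The sugar metabolism list differed between 6 h and 2 h (adjusted p = 1.91e-04 from limma's camera, 0.0995 from fry, median difference 0.42) and between 24 h and 6 h (0.0183 from camera, 0.175 from fry, median difference -0.12). For 24 h against 6 h, camera's adjusted p was 0.245 without replicate 1 of the mock treatment at 24 h, 0.153 and 0.0683 without replicate 1 and 3 of the zaxinone treatment at 24 h, and 0.0508 without replicate 3 of the zaxinone treatment at 6 h. The cytokinin glucosyltransferase list differed between 24 h and 6 h (adjusted p = 8.72e-10 from camera, 0.00212 from fry) and between 24 h and 2 h (2.51e-09 from camera, 0.00212 from fry), and each fit without 1 library kept both under 0.05. The study drew the sugar list from its root comparisons, mostly at 6 h, and the cytokinin list from that at 24 h, which favours an effect at those times, so these tests are not independent evidence. Selection and a biological difference between times were not separated.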

How the results depend on the processing

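The DESeq2, fry and single-library fits of the contrasts between times were chosen only after the results were seen; the other alternatives were set before the data were examined. Where a value changed, the cause was not tested.

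With DESeq2 in place of edgeR, the transcripts called higher in roots at 2, 6 and 24 h were 326, 551 and 350, those called lower 141, 601 and 71, those shared by the 3 times 38 higher and 11 lower, and those called in shoots 1, 158 and 3. The interactions between tissues were 173, 571 and 123, and those between times 30 (6 h against 2 h), 68 (24 h against 6 h) and 209 (24 h against 2 h). Without a filter on low counts, 43 transcripts were called lower in roots at 2 h and 3 were called in shoots at 6 h. With at least 10 counts in every sample, 0 were called higher in roots at 24 h and 0 at all 3 times, and the interaction between tissues at 6 h was 39. With the replicate number as a block, 35 were called lower in roots at 2 h, 306 lower at 6 h, 0 higher at 24 h and 0 higher at all 3 times, and the interactions between tissues at 6 and 24 h were 7 and 1. With all 18 libraries of a tissue in one fit, 34 were called lower in roots at 2 h, 16 higher and 6 lower at 6 h, 392 higher and 113 lower at 24 h, and 8 higher and 1 lower at all 3 times. With voomWithQualityWeights, 491 were called higher and 269 lower in roots at 24 h, and 2 were called in shoots at 6 h. Its weight for replicate 2 of the zaxinone treatment was 0.0776 in roots at 24 h.

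The sugar metabolism list had adjusted p = 0.155 at 2 h and 0.217 at 24 h with a correlation estimated by camera, and 0.0844 at 24 h with fry. On the contrasts between times, fry gave it 0.0995 (6 h against 2 h) and 0.175 (24 h against 6 h). Across the fits that each left out 1 library, camera's adjusted p of this list ranged from 3.17e-05 to 0.00642 at 2 h, from 8.75e-22 to 3.12e-18 at 6 h and from 1.67e-04 to 0.0951 at 24 h, where it was 0.0951 without replicate 2 of the mock treatment and 0.0522 without replicate 3 of the zaxinone treatment. It ranged from 2.75e-05 to 0.00368 for 6 h against 2 h, from 1.73e-05 to 0.245 for 24 h against 6 h (highest without replicate 1 of the mock treatment at 24 h) and from 0.0822 to 0.984 for 24 h against 2 h. In the latter, the direction turned downward without replicate 2 of the mock treatment (0.618) or of the zaxinone treatment (0.984) at 24 h. For the cytokinin glucosyltransferase list, it ranged from 4.36e-05 to 0.00232 at 2 h, from 1.77e-11 to 5.12e-05 at 6 h and from 2.34e-32 to 3.18e-18 at 24 h, from 1.55e-12 to 1.003e-06 for 24 h against 6 h, from 6.66e-11 to 1.003e-06 for 24 h against 2 h and from 0.166 to 1.00 for 6 h against 2 h.

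Across the 6 fits that each left out 1 library, the transcripts called higher in roots ranged from 59 to 166 at 2 h (lowest without replicate 1 of the mock treatment), from 41 to 359 at 6 h (lowest without replicate 3 of the mock treatment, highest without replicate 1 of the zaxinone treatment) and from 0 to 146 at 24 h (highest without replicate 2 of the zaxinone treatment). Those called lower ranged from 3 to 37, from 26 to 302 and from 0 to 58, with the lowest values without replicate 1 of the mock treatment at 2 h and replicate 2 of the zaxinone treatment at 6 h, and the highest without replicate 3 of the mock treatment at 2 h, replicate 1 of the zaxinone treatment at 6 h and replicate 2 at 24 h. In shoots, the calls ranged from 0 to 1 at 2 h, from 1 to 570 at 6 h (highest without replicate 2 of the zaxinone treatment) and from 0 to 1 at 24 h. Transcripts shared by the 3 times ranged from 0 to 24 higher and from 0 to 2 lower, both highest without replicate 2 of the zaxinone treatment at 24 h. The interactions between tissues ranged from 25 to 121 at 2 h (lowest without replicate 1 of the zaxinone-treated shoots, highest without replicate 2 of the mock-treated roots), from 2 to 259 at 6 h (highest without replicate 1 of the zaxinone-treated roots) and from 1 to 96 at 24 h (highest without replicate 3 of the zaxinone-treated roots). Those between times ranged from 1 to 26 (6 h against 2 h, highest without replicate 2 of the zaxinone treatment at 24 h), from 0 to 102 and from 3 to 146 (24 h against 6 h and against 2 h, both highest without replicate 3 of that treatment). The r squared between RNA-Seq and qRT-PCR ranged from 0.916 to 0.930 at 2 h, from 0.833 to 0.889 at 6 h and from 0.923 to 0.941 at 24 h.

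With DESeq2's size factors in edgeR, each number of calls in the single comparisons stayed within 1.5 times the value with TMM. For single genes named in the text, 17 values passed the threshold with DESeq2 that did not with edgeR, 2 did so without a filter, 2 with the replicate block and 9 when 1 library was left out. Os01g42370 at 24 h lost its call with the block (adjusted p = 0.435), and 19 calls of single genes were lost when 1 library was left out: 6 of loc_os02g29000.1 at 2 h, 5 of Os08g02700 at 6 h, 4 of Os01g42370 at 24 h and 2 each of OsRR10 and Os07g28250 at 2 h. Among the loci studied as mutants, which edgeR did not call, the direction at 24 h turned upward for Os03g49050 without replicate 3 of the mock treatment (0.13) or of the zaxinone treatment (0.064), and for Os05g51390 without replicate 3 of the mock treatment (0.21) or replicate 1 or 2 of the zaxinone treatment (0.16 and 0.042). The values ranged from -0.58 to 0.13 for Os03g49050 and from -0.26 to 0.21 for Os05g51390.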

Differences from the paper's values

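The paper's text gives 324, 551 and 350 transcripts increased in roots at 2, 6 and 24 h, against 128, 191 and 1 here. It gives 136, 501 and 71 decreased, against 22, 193 and 0 here, where 754, 2007 and 529 were lower at an unadjusted p under 0.05. Its supplementary list for 6 h holds 601 decreased transcripts, not 501. Of the transcripts shared by the 3 times, the paper gives 38 increased and 10 decreased, against 1 and 0 here. For shoots, the paper's supplementary lists hold 1, 145 and 3 transcripts at 2, 6 and 24 h, against 0, 1 and 0 here, where 941, 2733 and 901 passed an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2, which the paper's methods name, came within 1.5 times of each of these: 326, 551 and 350 increased, 141, 601 and 71 decreased, 38 and 11 shared, and 1, 158 and 3 in shoots. At 24 h in roots, voomWithQualityWeights (491) and all 18 libraries in one fit (392) also came within 1.5 times of the paper's 350, and edgeR without replicate 2 of the zaxinone treatment (58) of the paper's 71. In shoots at 2 h, edgeR without replicate 3 of the mock treatment gave 1 call as well, but that transcript was lower, where the paper's is higher. Of the alternatives set before the data were examined, no other that was run came within 1.5 times of the paper's numbers. voomWithQualityWeights was run only for roots at 24 h and shoots at 6 h.

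The first principal component in shoots carried 41.1% of the variance at 6 h and 31.2% at 24 h, against the paper's about 66% and about 50% in Supplementary Fig. 11, read by eye. Each of the 6 fits without 1 library came within 1.5 times of these, with values from 47.3% to 56.9% at 6 h and from 33.4% to 37.5% at 24 h, but a PCA of 5 libraries has fewer components to share the variance than one of 6, so these values do not bear on the gap. The fit over all filtered transcripts did not (38.1% and 30.6%).

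The paper states that OsRR6 was increased at 2 h and OsCKX4 at 2 and 24 h. Here edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave adjusted p = 0.128 for OsRR6, and 0.274 and 0.374 for OsCKX4. DESeq2 called them (adjusted p = 0.00794, 0.0298 and 0.00122), and edgeR called OsCKX4 at 24 h without replicate 2 of the zaxinone treatment (0.0276). The paper states that the cytokinin glycosyltransferase genes Os01g45110, Os02g11640, Os02g42280 and Os03g24430 were induced at 24 h. It bases this on qRT-PCR as well as on RNA-Seq, and those qRT-PCR values were not used here. In the RNA-Seq libraries, the adjusted p of the 4 genes from edgeR's quasi-likelihood test was 0.353, 0.395, 0.474 and 0.329. DESeq2 called all 4, and edgeR without replicate 2 of the zaxinone treatment called all but Os02g42280. Of the 10 sugar metabolism genes that the paper lists as increased at 6 h, edgeR called 1. DESeq2 called all 10, and edgeR without a filter or with the replicate block also called Os01g06660 (adjusted p = 0.0372 and 0.0340) and Os07g46920 (0.0344 and 0.0219). With 1 library left out, edgeR also called Os01g06660 without replicate 2 of the mock treatment (0.0324), Os04g10000 (0.0458) and Os05g06460 (0.0331) without replicate 1 of the zaxinone treatment, and Os07g46920 without replicate 3 (0.0313).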

Other observations

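The 15 counts of splits for the numbers of DEGs, with edgeR and with DESeq2, the test of a few genes taking most of the counts and the comparison of loc_os06g03930.1 between single libraries were chosen only after the result was seen.

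With 3 libraries against 3 there are 10 splits, so no share can be under 0.1, and a number of DEGs and a mixed grouping of the libraries cannot be told apart by this count alone. In roots, splits that gave as many transcripts higher with edgeR numbered 1 of 10 at 2 h, 2 of 10 at 6 h and 1 of 10 at 24 h, the real split included, and those that gave as many lower numbered 1, 2 and 10 of 10. The other split at 6 h called 269 transcripts, 265 in one direction and 4 in the other, against 384 in the real split. Such a split has no fixed direction, so its 265 was counted for higher and for lower alike. In shoots, splits with as many calls numbered 10, 1 and 10 of 10, with up to 12, 0 and 183 calls in another split. With DESeq2 they numbered 1, 1 and 1 of 10 in roots, where other splits called up to 301, 475 and 68 transcripts, and 10, 1 and 7 of 10 in shoots, where other splits called up to 123, 138 and 325. As many transcripts higher at all 3 times arose in 1 of 100 splits, and as many lower, which was 0, in 100 of 100. For the lists in roots at 2, 6 and 24 h, splits with a camera p as small numbered 1, 1 and 3 of 10 for sugar metabolism and 1, 2 and 1 of 10 for cytokinin glucosyltransferases. At a preset correlation of 0.01, other splits reached p = 9.49e-08 for the sugar list and 1.28e-08 for the cytokinin list at 6 h.

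Replicate 2 of the zaxinone treatment in roots at 24 h correlated with the other 5 libraries with r from 0.849 to 0.880, and those 5 with one another from 0.967 to 0.987. The tables argue against several technical explanations. Thinned to its total, the other 5 still correlated with r of at least 0.962, while its highest correlation with them was 0.861, against fewer reads. Over 113 transcripts abundant in shoots and near absent from roots, its median log2 ratio to the others was 0, and their summed level of 55.8 CPM lay within the 27.1 to 89.7 CPM of the others, against shoot RNA in the root library. Its highest correlation with a group of another time was lower than with its own by -0.0490, against a library of another time point. Its 10 highest transcripts held 5.35% of its counts, against 3.99% to 5.19% in the others, too small an excess for a few genes taking most of the counts. On a scale from 0 for the mock mean to 1 for the other zaxinone libraries, over the 500 transcripts that the other 5 tell apart best, its median place was 1.58, against a mock library under a zaxinone label. A stronger form of the zaxinone response stays open: the correlation of its deviation from the mock mean with the effect at 2 h was 0.251 (0.224 and 0.241 for the other zaxinone libraries), but with the effect at 6 h 0.0963 (0.284 and 0.343). Its level of Os01g42370, a single transcript, was 24.5 CPM, against 52.0 and 69.1 CPM in the other zaxinone libraries. That level goes against a stronger response, while the median place of 1.58 goes with it. Without this library, edgeR called 204 transcripts, of which the authors' deposited tables also call 153.

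Replicate 2 of the zaxinone treatment in shoots at 6 h has the smallest total of the shoot libraries, and edgeR called 570 transcripts without it and 1 with it. The authors' deposited tables call 116 of the 570. By its correlations with the other 5 libraries (0.979 to 0.986) it does not stand apart from them (0.978 to 0.990 with one another). Whether fewer reads play a part cannot be told apart, since the other libraries, thinned to its total, correlated with r down to 0.974 and overlapped with it before thinning too. Over 116 transcripts abundant in roots and near absent from shoots, its median log2 ratio was 0 and their summed level of 38.3 CPM lay within the 29.2 to 42.6 CPM of the others, against root RNA in the shoot library. Its highest correlation with another time was lower than with its own by -0.0155, against a library of another time point. Its median place between the mock mean and the other zaxinone libraries was 0.223, below the 0.4 of a zaxinone library with no difference. The other zaxinone libraries had 0.447 and 1.27. The mock libraries had 0.0883, 0.484 and 0.0464, each below the 0.6 of a mock library with no difference. A place below 0.4 is weak evidence, since replicate 3 of the zaxinone treatment in roots at 24 h had 0.368, although its level of Os01g42370 (69.1 CPM) was far above the mock libraries (0.403 to 0.721 CPM). The place of the shoot library was measured after its correlation with the mock mean (0.986) was seen to exceed that with the other zaxinone libraries (0.983). Other values go the opposite way. The shoot library had 108 CPM of loc_os06g03930.1, the transcript called with and without it, against 91.2 and 106 CPM in the other zaxinone libraries and 37.4, 45.4 and 40.7 CPM in the mock libraries, and the second principal component placed it on the side of the zaxinone libraries. A zaxinone library and a mock library under a zaxinone label cannot be told apart here, since the place over many transcripts and the level of this single transcript disagree.

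It was tested whether the change at 2 h in roots lasts to 24 h. Of the 128 transcripts called higher at 2 h, 126 were tested at 24 h and 114 were higher, with a median log2 fold change of 0.84 (0.64 to 0.95 with each library left out in turn). The p was 5.69e-34 with camera, 0.00598 with an estimated correlation and 0.00332 with fry, and 1 of 10 splits gave a camera p as small. At 6 h, 118 of 127 were higher (median 0.60). The response to zaxinone at 2 h may thus persist, as a hypothesis found on these libraries. In shoots at 2 h, 76 of the 112 tested were higher, with a median of 0.093, and p was 1.71e-06 with camera, 0.0435 with an estimated correlation and 0.0605 with fry. Whether the same genes respond in the shoot stays open, since the tests fall on both sides of 0.05. A difference in time of day or development between the mock and zaxinone libraries was weighed for the effect at 6 h in roots: across 23209 transcripts, its correlation with the change from 2 h to 24 h under mock was 0.00594, and 8 of 10 splits gave one as large. This does not decide the matter, since 2 h and 24 h after application fall at nearly the same time of day, and the explanation stays open.

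In shoots, 5 of 23, 6 of 24 and 7 of 23 sugar metabolism loci tested were higher at 2, 6 and 24 h. The cytokinin glucosyltransferase list had medians of -0.03, -0.55 and -0.06, with 0, 4 and 1 loci called when adjusted over the list alone. The loci studied as mutants in the paper were measured in roots at 24 h: the log2 fold changes were -0.27 for Os03g49050 (standard error 0.54, adjusted p = 0.818 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -0.016 for Os05g51390 (0.41, 0.985), 0.15 for Os10g33900 (0.35, 0.851) and -0.56 for Os06g08440 (0.26, 0.582). Without replicate 3 of the mock treatment, the first of these was 0.13 and the second 0.21.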
